# A Prophage-Encoded Small RNA Controls Metabolism and Cell Division in *Escherichia coli*

**DOI:** 10.1128/mSystems.00021-15

**Published:** 2016-02-09

**Authors:** Divya Balasubramanian, Preethi T. Ragunathan, Jingyi Fei, Carin K. Vanderpool

**Keywords:** DicB, DicB, FtsZ, FtsZ, Hfq, Hfq, RNase E, RNase E, cryptic prophage

## Abstract

Hundreds of small RNAs (sRNAs) have been identified in diverse bacterial species, and while the functions of most remain unknown, some regulate key processes, particularly stress responses. The sRNA DicF was identified over 25 years ago as an inhibitor of cell division but since then has remained uncharacterized. DicF consists of 53 nucleotides and is encoded by a gene carried on a prophage (Qin) in the genomes of many *Escherichia coli* strains*.* We demonstrated that DicF inhibits cell division via direct base pairing with *ftsZ* mRNA to repress translation and prevent new synthesis of the bacterial tubulin homolog FtsZ. Systems analysis using computational and experimental methods identified additional mRNA targets of DicF: *xylR* and *pykA* mRNAs, encoding the xylose uptake and catabolism regulator and pyruvate kinase, respectively. Genetic analyses showed that DicF directly base pairs with and represses translation of these targets. Phenotypes of cells expressing DicF variants demonstrated that DicF-associated growth inhibition is not solely due to repression of *ftsZ*, indicating that the physiological consequences of DicF-mediated regulation extend beyond effects on cell division caused by reduced FtsZ synthesis.

**IMPORTANCE** sRNAs are ubiquitous and versatile regulators of bacterial gene expression. A number of well-characterized examples in *E. coli* are highly conserved and present in the *E. coli* core genome. In contrast, the sRNA DicF (identified over 20 years ago but remaining poorly characterized) is encoded by a gene carried on a defective prophage element in many *E. coli* genomes. Here, we characterize DicF in order to better understand how horizontally acquired sRNA regulators impact bacterial gene expression and physiology. Our data confirm the long-hypothesized DicF-mediated regulation of *ftsZ*, encoding the bacterial tubulin homolog required for cell division. We further uncover DicF-mediated posttranscriptional control of metabolic gene expression. Ectopic production of DicF is highly toxic to *E. coli* cells, but the toxicity is not attributable to DicF regulation of *ftsZ.* Further work is needed to reveal the biological roles of and benefits for the host conferred by DicF and other products encoded by defective prophages.

## Abstract (precis)

sRNAs are ubiquitous and versatile regulators of bacterial gene expression. A number of well-characterized examples in *E. coli* are highly conserved and present in the *E. coli* core genome. In contrast, the sRNA DicF (identified over 20 years ago but remaining poorly characterized) is encoded by a gene carried on a defective prophage element in many *E. coli* genomes. Here, we characterize DicF in order to better understand how horizontally acquired sRNA regulators impact bacterial gene expression and physiology. Our data confirm the long-hypothesized DicF-mediated regulation of *ftsZ*, encoding the bacterial tubulin homolog required for cell division. We further uncover DicF-mediated posttranscriptional control of metabolic gene expression. Ectopic production of DicF is highly toxic to *E. coli* cells, but the toxicity is not attributable to DicF regulation of *ftsZ.* Further work is needed to reveal the biological roles of and benefits for the host conferred by DicF and other products encoded by defective prophages.

## INTRODUCTION

Many bacterial small RNAs (sRNAs) were fortuitously discovered starting in the 1980s, but it is only in the past decade that their roles as posttranscriptional regulators have been characterized in some detail. sRNA regulators that base pair with mRNA targets can exert positive or negative effects on mRNA translation or stability and typically require an RNA chaperone (Hfq) (1–3) to carry out their functions. Many bacterial sRNAs are produced in response to a specific stress (4–8), and sRNA-mediated regulation promotes adaptation to stress. Other sRNAs regulate housekeeping functions that help bacteria maintain metabolic homeostasis (9). The sRNA DicF was discovered in the 1980s, when it was observed that *dicF* in multicopy configuration inhibited cell division and caused filamentation (10, 11). The *dicF* gene is present in an operon encoding six gene products: DicF and five small proteins (12, 13). The promoter-proximal genes, *ydfA*, *ydfB*, and *ydfC*, encode small proteins of unknown function; these genes are followed by a long untranslated region containing *dicF* and then by the genes *dicB* and *ydfD* (13, 14). DicB, a 64-amino-acid protein, is the only other characterized gene product encoded by this operon (referred to historically and in this study as the *dicBF* operon). DicB is also a cell division inhibitor and carries out this function by (indirectly) preventing polymerization of FtsZ, the protein that forms the contractile ring for bacterial cell division (13, 15).

The 5′ end of DicF is produced by RNase E-mediated processing of the polycistronic transcript (13). Two different 3′ ends have been reported. Rho-independent transcription termination downstream of *ydfC* generates the 3′ end of a 53-nucleotide (nt) DicF sRNA. RNase III-mediated processing of the full-length *dicBF* mRNA yields a 3′ end that results in a 72-nt DicF molecule (13). DicF binds Hfq (16, 17) and was previously shown to inhibit *ftsZ* translation, an effect that was postulated to occur via an antisense base pairing mechanism (14). Consistent with this putative regulation, overproduction of DicF inhibited FtsZ protein synthesis and caused cell filamentation. Moreover, DicF overproduction led to aberrant nucleoid separation and to strong growth inhibition of *Escherichia coli* (14). Together, these observations indicate that overproduction of DicF is toxic to *E. coli*. However, the mechanistic basis of this toxicity has not been defined, and aside from *ftsZ*, no other putative targets of DicF have been identified.

DicF is encoded by a gene carried on Qin, a defective lambdoid prophage in the *E. coli* chromosome*.* Qin is one of nine *E. coli* K-12 defective prophages (18, 19) that have lost genes (by mutation or deletion) required for induction of the lytic life cycle, excision from the host chromosome, and/or production of progeny virions (20, 21). There are a number of well-characterized cases where genes carried by functional prophages are beneficial to the bacterial host (22–24). In contrast, the impacts of defective prophage genes on bacterial physiology have remained enigmatic. A recent study implicated *E. coli* defective prophages in modulation of many facets of cell growth and physiology, particularly in response to stresses (25). In that study, gene products encoded by Qin (particularly DicB) promoted resistance to the antibiotics azlocillin and nalidixic acid (25).

In this study, we probed the function of DicF by using global approaches to identify mRNA targets and by combining these with phenotypic comparison of cells expressing wild-type (wt) and mutant DicF RNAs. We found that, in addition to *ftsZ*, DicF also directly represses *xylR* and *pykA*, encoding the xylose regulator and pyruvate kinase, respectively*.* We demonstrated that the toxic effects of DicF are not solely attributable to regulation of *ftsZ*, suggesting that DicF regulation of other targets has important physiological consequences. Comparing the relative roles of DicF and DicB in growth inhibition of *E. coli* cells when the *dicBF* operon is ectopically expressed, we found that while both contribute, DicB is a more potent growth inhibitor than DicF.

## RESULTS

To identify putative targets of DicF, we used global computational and experimental approaches. Four computational programs, TargetRNA (26), IntaRNA (27), CopraRNA (28), and sTarPicker (29), which utilize different methods to predict base pairing interactions between sRNAs and potential target mRNAs (30), were used to generate a list of putative DicF targets. Targets predicted by at least two algorithms (with a *P* value of <0.03) are shown in Table S1 in the supplemental material. We also conducted transcriptome sequencing (RNA-Seq) analyses of an *E. coli* Δ*dicF* mutant harboring vector or P_lac_-*dicF* plasmids. 

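The ΔdicF lacIq strain, a derivative of E. coli K-12 MG1655 with a deletion of lac, carried either the vector control or the plasmid with dicF under Plac. Cultures in LB with ampicillin were induced with 0.5 mM IPTG at an optical density of about 0.1, and RNA was taken 20 min later from 3 cultures with each plasmid. The libraries were depleted of rRNA, and the authors used Rockhopper to align the reads, normalize them and test the difference between the conditions. The deposited values are Rockhopper's normalized read counts, rounded to whole numbers, with 1 value per condition for each of 4395 features, of which 4321 are annotated genes and 74 are predicted RNAs. Values for the single cultures were not used here, so the spread between replicates is not known, and the differences have no replicate check other than the q values of the authors' deposited table. The sequencing depth behind each value is unknown. The error that can be given is that of rounding, stated below as the lowest and highest ratio that the unrounded values allow. The expression ratio is the value in DicF-expressing cells divided by the value in the vector control, with nothing added to either, as in Table 1.

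The induced RNA was examined first. dicF (b1574), listed on the plus strand from 1647406 to 1647458, had a normalized read count of 2 in the vector control and 762 in DicF-expressing cells, a ratio of 381 with rounding limits of 304.6 and 508. With 10 added to both values, the ratio of dicF was 64.3. The lac deletion was visible as a run of 24 consecutive features with a value of 0 in both conditions that ends at lacZ, and lacY and lacA were also listed at 0, whereas lacI had 852 in the vector control and 1006 in DicF-expressing cells. The 75th percentiles of the columns were 139 (vector control) and 138 (DicF-expressing cells), but the column totals were 1743139 and 2249398. Among the 1501 features with at least 100 in one condition, the median log2 ratio was 0.24, so a ratio of 1 lies below the middle of the expressed genes, and ratios divided by this median (1.18) are given where they change a direction.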

RNA-Seq data were analyzed from 3 independent biological replicates and differentially expressed genes identified as described previously (31) (see Table S2). Candidates prioritized for further study had ≥100 normalized read counts (reads per kilobase per million [RPKM] values) under at least one set of experimental conditions and were 3-fold upregulated or downregulated in their levels compared to a vector control (*q* value of ≤0.05) (see Table S2).

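Applied to the deposited values, these criteria were met by 173 features, of which 134 had lower and 39 had higher normalized read counts in DicF-expressing cells. Predicted RNAs made up 11 of the 173. With the 2-fold difference given in Materials and Methods in place of 3-fold, 285 features passed, 180 lower and 105 higher. The result moved most when at least 100 normalized read counts were required in both conditions, which left 36 features. With each ratio divided by the ratio of the column totals, 155 were lower and 26 were higher. The lowest ratios among named genes past the criteria were all in maltose uptake. lamB (b4036) fell from 2451 to 7, a ratio of 0.00286, and malM (b4037) fell from 1287 to 4. malF had a ratio of 0.00873 and malG of 0.0103, while malE fell from 2897 to 32, a ratio of 0.0110. The highest ratios were those of azuC (b4663), with 5 in the vector control and 338 in DicF-expressing cells, yjcB (21 and 531), bhsA (23 and 568), proP (61 and 647) and pmrR (29 and 269). The q value criterion uses the values of the authors' deposited table, and without it 179 features passed, a setting tried after the values had been seen.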

10.1128/mSystems.00021-15.6 Table S1  Predicted interactions between DicF and targets. Regions of base pairing interactions between selected target mRNAs and DicF are indicated. Download Table S1, DOCX file, 0.02 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00021-15.7 Table S2  RNA-Seq results of differential gene expression upon ectopic expression of DicF. Data were analyzed as described in Materials and Methods. Normalized read counts are given for *E. coli* strains carrying a vector control (vector) or plasmid expressing *dicF* (DicF). 

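Table S2 gives for each feature its position, name and product, the normalized read count in the vector control and in DicF-expressing cells, and the q value from Rockhopper. The sheet of all features has 4395 entries, of which 1998 could be read here. Of these, 1997 had the same name and the same pair of values as the deposited table that the ratios were computed from. The paper's sheets of downregulated and upregulated genes list 152 and 50 entries. Without the minimum of 100 normalized read counts, but with a q value of at most 0.05 in the authors' deposited table still required, there were 170 features with a ratio of at most 1/3 and 50 with a ratio of at least 3.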

Download Table S2, XLSX file, 0.4 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Validation of posttranscriptional regulation by DicF.

Chromosomal translational *lacZ* fusions were constructed for a subset of candidates (Table 1). Fragments encompassing the 5′ untranslated region (UTR) and 10 to 20 amino acids of coding sequence (CDS) of each target were placed under the control of an inducible promoter (P_BAD_ [32]) or a constitutive promoter (Cp19 [33]) (Fig. 1A) to eliminate indirect effects of DicF on target gene transcription. Wild-type *E. coli* reporter strains carrying either the vector control or a *dicF* plasmid were induced with IPTG (isopropyl-β-d-thiogalactopyranoside), and β-galactosidase activity was monitored. The activity of several fusions was slightly altered by ectopic production of DicF (Fig. 1B), but only *xylR* and *pykA* fusions exhibited a ≥2-fold difference in activity in response to DicF. 

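The ftsZ gene (b0095) encodes the GTP-binding tubulin-like cell division protein and is listed on the plus strand from 105245 to 106473. It had a normalized read count of 346 in the vector control and 212 in DicF-expressing cells. The ratio was 0.613, which is 1.63-fold lower, with rounding limits of 0.610 and 0.615. The authors' deposited table gives ftsZ a q value of 4.30e-12. Relative to the median of features with at least 100 in one condition, the ratio of ftsZ was 0.518. Among its neighbors in the division and cell wall gene cluster, ftsQ had 203 and 243, ftsA had 168 and 150, and lpxC had 1086 and 1653. The change in ftsQ turned to lower, at 0.928, when ratios were divided by the ratio of the column totals. The cluster list as used held 14 other genes with at least 20 in one condition. Their median ratio was 1.12, with 4 lower and 10 higher, but relative to the median ratio of expressed features 9 of them were lower and 5 higher. rsmH, which lies between mraZ and ftsL on the same strand, was not among the 14. It had 289 and 339, a ratio of 1.17.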

RNA-Seq showed that levels of *ftsZ* mRNA were reduced by ~1.7-fold in DicF-expressing cells (see Table S2 in the supplemental material), and since previous studies suggested *ftsZ* mRNA as a DicF target, we included it in downstream analyses.

**TABLE 1:** Target candidates for DicF sRNA^a^

Category	Annotation	Gene(s)	Fold change^b^ (pDicF/vec)	*q* value	Comp. predicted
Transport of sugars	Maltose transport, metabolism	*malM*, *malF*, *malG*, *malP*, *malE*^c^	0.003–0.01	0	
	Ribose transport, metabolism	*rbsD*	0.02	0	
		*rbsA*	0.03	0	
		*rbsC*	0.04	0	x
		*rbsB*	0.05	0	
		*rbsK*	0.1	0	
		*rbsR*	0.15	2.9E^−186^	
	Mannose and glucose transport	*manX*	0.31	1.0E^−134^	x
		*manY*	0.23	4.4E^−122^	
		*manZ*	0.24	2.1E^−153^	
	Galactitol transport and metabolism	*gatB*	0.03	0	
		*gatC*, *gatD*^c^	0.04	0	
		*gatZ*	0.05	0	
		*gatY*, *gatA*^c^	0.06	0	
	Xylose transport operon activator	*xylR^d^*	0.67	1	x
Central/carbon metabolism	Pyruvate kinase	*pykA*	0.1	0	x
	Glycerol kinase	*glpK*	0.06	0	x
	Succinate dehydrogenase	*sdhA*, *sdhB*, *sdhC*^c^	0.08–0.1	0	
	NADH:ubiquinone oxidoreductase	*nuoF*	0.2	0	
		*nuoE*	0.2	3.46E^−163^	
		*nuoC*	0.24	7.82E^−123^	
		*nuoG*	0.25	9.1E^−201^	
		*nuoB*	0.25	7.6E^−123^	
		*nuoL*	0.29	6.17E^−98^	x
		*nuoA*	0.27	6.72E^−98^	
	Cytochrome oxidase subunit II	*cyoA^e^*	0.5	1.63E^−22^	
	l-Glutamine:d-fructose-6-phosphate aminotransferase	*glmS^f^*	0.7	6.6E^−4^	
	PTS enzyme	*ptsP^d^*	1.02	0.11	x
	Phosphofructokinase	*pfkA^f^*	1.6	5.57E^−11^	
Miscellaneous	Tubulin-like cell division protein	*ftsZ^g^*	0.6	4.3E^−12^	x
	Polyphosphate kinase	*ppK^d^*	0.9	0.44	x
	Methyltransferase for rRNA	*rlmN^g^*	1.6	1.2E^−8^	x
	Tryptophan transporter	*mtr^d^*	1.5	1	x
	Carbamyl phosphatase synthase	*carB^d^*	2.13	1	x
	Polysaccharide production	*pgaA^d^*	2.5	1	x
	Phosphate starvation	*psiE^d^*	8	1	x

a RNA-Seq experiments and biocomputational analyses were used to generate a list of potential DicF targets. Each “x” in the “Comp. predicted” column indicates that the results were predicted by a computational program. PTS, phosphotransferase system.

b Data represent normalized read counts from cells carrying P*_lac_*-*dicF* plasmid divided by counts from vector control (vec) cells. Values of <1 indicate repression by DicF; values of >1 indicate activation by DicF.

c The fold change and *q* values for the gene were the same.

d The gene did not meet the normalized read count cutoff (it had <100 reads) but was chosen because it were predicted by computational programs, as described in the text.

e The gene did not meet the cutoff fold change for RNA-Seq analyses but was chosen because it was 2-fold downregulated and because several genes encoding other components of the enzyme were also downregulated ~2-fold.

f The gene did not meet the cutoff fold change and *q* values for RNA-Seq data analyses (although it fulfilled the copy number criteria) but was chosen because it was predicted by computational programs, as described in the text.

g The gene neither fulfilled the RNA-Seq cutoff fold change criteria nor was predicted by computational programs but was chosen based on other experimental evidence.

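Of the 44 genes in Table 1, 32 met the criteria of at least 100 normalized read counts in one condition, a 3-fold difference and the q value of the authors' deposited table, and these were all lower in DicF-expressing cells. In the ribose operon, rbsD fell from 1638 to 26 and rbsR fell from 155 to 23. In the mannose transport operon, manX had 346 in the vector control and 87 in DicF-expressing cells, a ratio of 0.251 with rounding limits of 0.250 and 0.253, and manY and manZ had ratios of 0.234 and 0.239. Among galactitol genes, gatY fell from 1582 to 91 and gatB from 281 to 8. For glpK the values were 586 and 37, and for sdhA they were 229 and 18.

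To see how far these genes stand from others of like abundance, lists of genes were compared with 10000 random lists of the same size, matched on mean expression. These percentiles describe this pair of conditions, since genes are not replicates. The lists were drawn up after part of Table S2 had been read, so they are not independent of the data. The list for uptake and catabolism of sugars and nucleosides also held genes for L-lactate and glycerol phosphate, such as lldD and glpT. Its 50 genes had a median log2 ratio of -4.37, and none of the random lists was as low. They were all lower in DicF-expressing cells, with ratios from 0.00149 for malK to 0.626 for deoB. The value of malK in DicF-expressing cells was 1, and malK did not meet the q value criterion. As the sheets of regulated genes had been read before the list was written, this does not extend to sugar genes outside it. The 14 genes of the citrate cycle had a median log2 ratio of -2.57, from 0.0786 for sdhA to 0.854 for mdh, and the 13 nuo genes had a median of -1.96, with no random list as low for either. The nuo genes lie in 3 predicted operons, so random lists of separate genes overstate how unusual they are. Counting one value per operon moved the sugar and nucleoside median to -4.04. The 54 ribosomal protein genes, shown for comparison, had a median log2 ratio of 0.34.

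**Figure D1:**
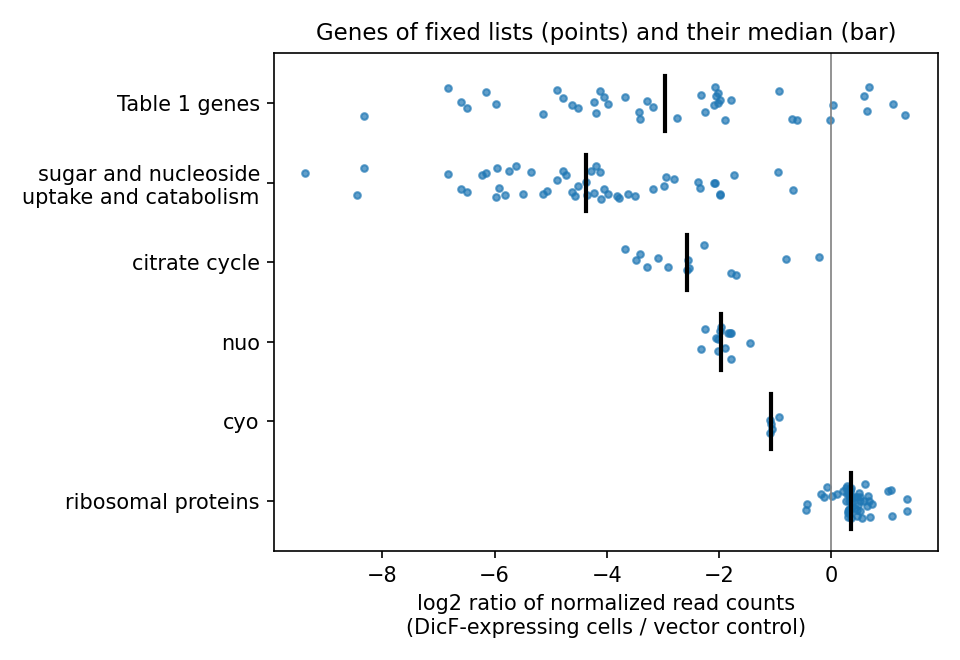
Log2 ratio of normalized read counts (DicF-expressing cells over vector control) on the horizontal axis for genes of each list, with at least 20 in one condition and both values above 0. Each point is a gene, spread vertically for legibility, and each bar is the median, at -4.37 for sugar and nucleoside genes and 0.34 for ribosomal protein genes.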

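Of the genes of Table 1 that stayed under 100 normalized read counts, psiE had 1 in the vector control and 8 in DicF-expressing cells, a ratio of 8 with limits of 5 and 17, and the ratio was 4.5 with 1 added to both values and 1.64 with 10 added. pgaA had 10 and 25, carB had 15 and 32, and mtr had 22 and 33. ptsP had 60 and 61 and ppk had 80 and 79. The direction of ptsP turned to lower when ratios were divided by the median ratio, at 0.860.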

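cyoA had a normalized read count of 2278 in the vector control and 1194 in DicF-expressing cells, a ratio of 0.524. The ratios of cyoB, cyoC, cyoD and cyoE were 0.483, 0.471, 0.473 and 0.470. The median log2 ratio of these 5 genes was -1.08, and 0.07% of 10000 random lists matched on mean expression were as low, or 1.03% of lists matched on gene length. The 5 genes form 1 operon, so these percentages overstate how unusual they are.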

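For glmS the normalized read counts were 404 in the vector control and 266 in DicF-expressing cells, a ratio of 0.658. For pfkA they were 256 and 407, a ratio of 1.59. The authors' deposited table gives q values of 0.000660 for glmS and 5.57e-11 for pfkA.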

**FIG 1:**
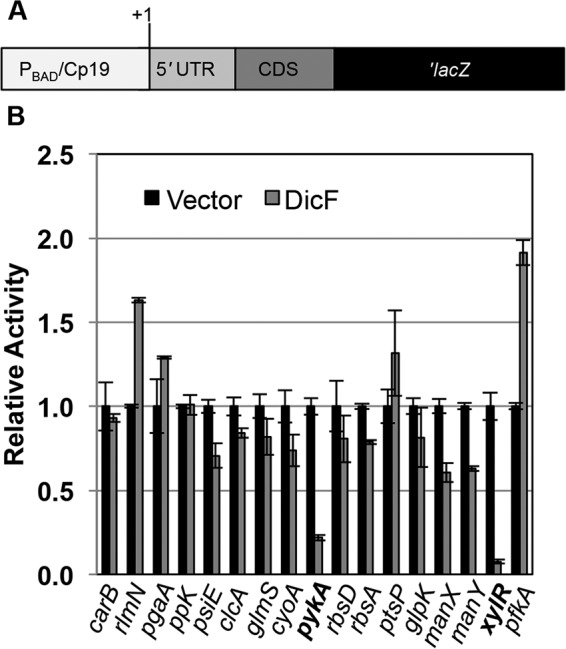
The genes *pykA* and *xylR* are posttranscriptionally regulated by DicF. (A) A schematic of reporter fusion constructs used in this experiment. Selected candidates from Table 1 were fused to ′*lacZ* and integrated as single copies on the *E. coli* chromosome, under the control of either an arabinose-inducible (P_BAD_) promoter or a constitutive (Cp19) promoter (see text), followed by the 5′ untranslated region (5′ UTR) of the gene and 10 to 20 amino acids of the coding sequence. (B) The fusions created in a wt *E. coli* host strain were assayed for β-galactosidase activity after DicF expression from a plasmid. The specific activities (quantified in Miller units) were normalized to the vector control of the corresponding strain to yield relative-activity data. The targets chosen for further study (indicated in bold) were up- or downregulated by DicF at least 2-fold.

### Posttranscriptional regulation of targets by DicF does not require other Qin functions.

Several genes carried on Qin were differentially regulated upon DicF production (see Table S2 in the supplemental material). 

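The deposited annotation names Qin prophage in the product of 31 genes. Of these, 8 had a normalized read count of at least 20 in one condition, and 3 were listed at 0 in both. The candidate criteria were met by 1 gene, cspB (b1557), which lies on the minus strand from 1639352 to 1639687 and had 44 in the vector control and 175 in DicF-expressing cells, a ratio of 3.98. Without the minimum of 100, cspF (b1558) passed as well, with 20 and 75. Reads of these cold shock genes can be shared with their paralogs, so their values are uncertain. Random lists of 31 genes matched on mean expression held 0.538 genes past the criteria on average, and 42.9% held as many as the Qin list. In the authors' deposited table, 6 Qin genes have a q value of at most 0.05, namely cspB, cspF, hokD, relE, relB and dicA, and all of them had higher values in DicF-expressing cells. Counting by q value alone was chosen after the values had been seen. Near dicF, dicA had 125 and 171, and ydfA, ydfB and ydfC had 9 and 17, 17 and 23, and 9 and 14. dicB was listed at 0 in both conditions, and dicC and ydfD at 1.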

To determine whether *xylR*, *pykA*, and *ftsZ* regulation by DicF required other Qin-encoded functions, we examined DicF regulation of these targets in a host strain where the entire *qin* prophage (~20 kb) was deleted (constructed as described in reference 25). As shown in Fig. 2, *xylR*, *pykA*, and *ftsZ* were regulated by DicF in the presence and absence of *qin*, indicating that regulation of these targets by DicF is not mediated indirectly by other Qin-encoded functions.

**FIG 2:**
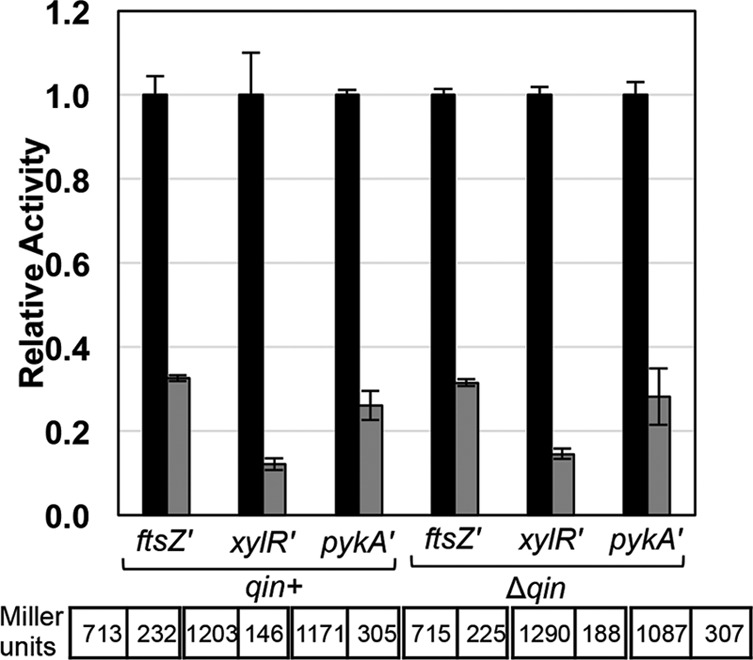
Regulation of *ftsZ*, *xylR*, and *pykA* by DicF does not require other factors carried on Qin prophage. β-Galactosidase activity of *ftsZ*′*-*′*lacZ*, *xylR*′*-*′*lacZ*, and *pykA*′*-*′*lacZ* after DicF expression was assayed in the indicated strain backgrounds*.* The specific activities in Miller units (indicated at the bottom) were normalized to the corresponding vector control strains to yield relative-activity data for the experimental strain.

### Characterization of DicF regulation of *ftsZ* mRNA.

The 3′ region of DicF is predicted to base pair with the *ftsZ* mRNA ribosome binding site (RBS) (14) (Fig. 3A). To test this prediction, we examined regulation of an *ftsZ*′*-*′*lacZ* translational fusion by wt DicF, DicF9, and DicF3 (Fig. 3A). The DicF9 mutation disrupts the predicted DicF-*ftsZ* mRNA interaction, while the DicF3 mutation does not. Wild-type DicF and DicF3 strongly repressed *ftsZ* translation, while DicF9 failed to regulate *ftsZ* (Fig. 3B). To further confirm direct interactions between DicF and the *ftsZ* mRNA, we constructed DicF23 and *ftsZ_comp23_*′*-*′*lacZ* (*ftsZ_comp23_* contains compensatory mutations to restore pairing with DicF23) mutations to disrupt and restore the base pairing interaction upstream of the *ftsZ* RBS (Fig. 3A). DicF23 did not repress wt *ftsZ* translation as efficiently as wt DicF; likewise, wt DicF did not efficiently repress *ftsZ_comp23_* (Fig. 3C). Importantly, DicF23 regulated *ftsZ_comp23_* at nearly wt levels (Fig. 3C). These data are consistent with the long-held hypothesis (14) that DicF directly represses the essential *E. coli* gene *ftsZ* via direct base pairing interactions.

**FIG 3:**
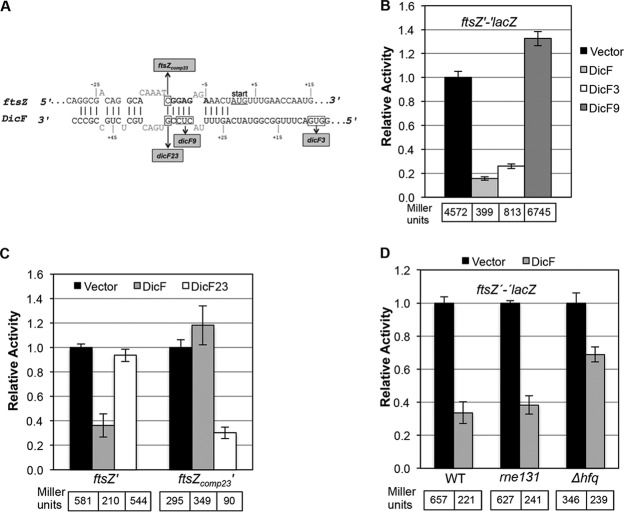
Genetic and molecular characterization of DicF-*ftsZ* mRNA interactions. (A) Base pairing predictions for *ftsZ* mRNA and DicF. The numbers for *ftsZ* are relative to the start codon (with A as +1). The numbers for DicF are relative to the 5′ end of *dicF.* The predicted *ftsZ* RBS is shown in bold, and the start codon is underlined. The predicted base pairing interactions between *ftsZ* and DicF are marked by vertical lines, and mutations in *dicF* and *ftsZ* are indicated by boxes. All mutations were substitutions, and boxed residues were changed to the complementary nucleotides. Nonpaired nucleotides or gaps are indicated by sequences above or below paired nucleotides. (B) The β-galactosidase activities of the *ftsZ*′*-*′*lacZ* fusion strains ectopically producing DicF, DicF3, or DicF9 were assayed. (C) The β-galactosidase activities of the *ftsZ*′*-*′*lacZ* fusion and the compensatory *ftsZ_comp23_*′*-*′*lacZ* fusion were assayed upon overexpression of DicF and DicF23. (D) The levels of β-galactosidase activity of the *ftsZ*′*-*′*lacZ* fusion in the wild-type (WT) strain and in the *rne131* and *hfq* mutants were assayed after overexpression of DicF. The specific activities of the fusions were normalized as described for Fig. 2.

Many sRNAs require Hfq (34–36) for their stability and for interactions with targets (e.g., SgrS [37, 38], RydC [39], and OxyS/RprA [40]), and the RNase E degradosome is important for degradation of sRNA-mRNA complexes in the context of negative regulation (41–43). To assess whether Hfq and the degradosome are necessary for regulation of *ftsZ* by DicF, we tested the activity of the *ftsZ*′*-*′*lacZ* fusion in wt, *hfq*, and *rne131* (degradosome mutant) backgrounds. Hfq was important for DicF regulation of *ftsZ*, as repression in the *hfq* mutant was less stringent than that seen with the wt strain (Fig. 3D). However, *ftsZ* translation was still efficiently repressed by DicF in the *rne131* background, suggesting that DicF-mediated translational silencing of *ftsZ* does not absolutely require RNase E-mediated degradation. Nonetheless, in the context of the full-length *ftsZ* mRNA, translational repression and mRNA degradation may indeed be coupled.

### Characterization of DicF regulation of *xylR* mRNA.

XylR is a transcription factor that activates d-xylose import (*xylFGH*) and catabolism (*xylAB*) genes. A *xylR* translational fusion was strongly repressed by DicF (Fig. 1). While sequences near the 3′ end of DicF are involved in interactions with *ftsZ* mRNA, the 5′ end of DicF was predicted to interact with *xylR* mRNA (Fig. 4A)*.* DicF3 and DicF9 were tested alongside wt DicF for regulation of *xylR10*′*-*′*lacZ* (Fig. 4B). In contrast with the result for *ftsZ* (Fig. 3B), DicF9 still strongly regulated *xylR* translation, while DicF3 failed to regulate *xylR* (Fig. 4B). These results suggest that DicF interacts with *xylR* and *ftsZ* mRNAs using distinct residues in the 5′ and 3′ ends, respectively.

**FIG 4:**
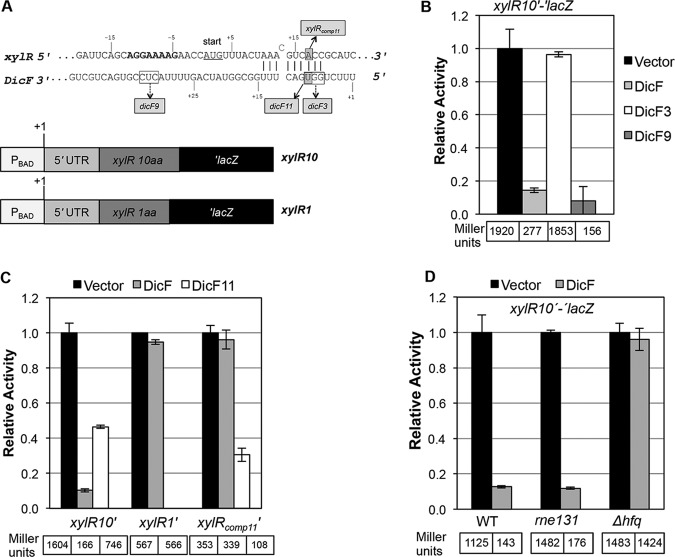
Genetic and molecular characterization of DicF-*xylR* mRNA interactions. (A) Base pairing predictions for *xylR* mRNA and DicF. The numbers for *xylR* are relative to the start codon (with A as +1). The numbers for DicF are relative to the 5′ end of *dicF.* The *xylR* RBS is shown in bold, and the start codon is underlined. The predicted base pairing interactions between *xylR* and DicF are marked by vertical lines, and mutations in *dicF* and *xylR* are indicated by boxes. All mutations were substitutions, and the boxed residues were changed to the complementary nucleotides. The cartoon depicts the *xylR*′*-*′*lacZ* fusion containing 10 codons or 1 codon of the *xylR* gene (*xylR10* or *xylR1*, respectively). (B) The β-galactosidase activities of the *xylR10*′*-*′*lacZ* fusions were assayed during overexpression of DicF, DicF3, and DicF9. (C) The *xylR10*, *xylR1*, and *xylR_comp11_*′-′*lacZ* fusions were assayed for β-galactosidase activity during DicF and DicF11 overproduction. (D) The levels of β-galactosidase activity of the *xylR10*′-′*lacZ* fusion in the wt strain and the *rne131* and *hfq* mutants were assayed during overexpression of DicF. The specific activities of the fusions were normalized as described for Fig. 2.

To further characterize DicF regulation of *xylR* and verify the predicted interaction (Fig. 4A), a translational fusion to the *xylR* start codon (lacking the predicted DicF binding site) was constructed (*xylR1*′*-*′*lacZ*; Fig. 4A). As predicted, wt DicF failed to regulate the truncated fusion (Fig. 4C). Point mutations in *dicF* (DicF11) and *xylR* (*xylR_comp11_*) that disrupted and then restored complementarity confirmed the regulation (Fig. 4C). The mutation in DicF11 relieved regulation of wt *xylR*, and the *xylR_comp11_* mutation likewise prevented regulation by wt DicF. Regulation was restored for the DicF11-*xylR_comp11_* compensatory pair (Fig. 4C). DicF-mediated translational regulation of the *xylR* reporter fusion did not require the RNase E degradosome but did require Hfq (Fig. 4D). There was little change in *xylR* mRNA levels in response to DicF (see Fig. S1A in the supplemental material), suggesting that the primary mechanism of *xylR* regulation is translational repression and not mRNA decay.

10.1128/mSystems.00021-15.1 Figure S1  Effects of DicF on *xylR* and *pykA* mRNA levels. A Cp19-*xylR pykA lacI*^q^ (DB223 and DB224) strain harboring the P_lac_-vector or P_lac_-*dicF* was grown to an OD_600_ of 0.1, 0.5 mM IPTG was added, and total RNA was extracted at the time points indicated. RNA was run on an agarose gel with a ladder (lanes M) and subjected to Northern blotting and probing for *xylR* (A) and *pykA* (B) using the corresponding biotinylated probes. A biotinylated *ssrA* probe was used as the loading control. Download Figure S1, PDF file, 0.3 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Since XylR is a transcription factor that activates expression of xylose uptake and catabolism genes (44), repression of *xylR* by DicF should limit growth of *E. coli* in minimal medium with xylose as the sole carbon source. Cells expressing wt DicF were severely growth inhibited (as observed previously [14, 45]) on both LB and xylose minimal medium (Fig. 5; +IPTG, *dicF*). To differentiate the ability of DicF to restrict growth of *E. coli* specifically on xylose medium due to repression of *xylR* from general restriction of colony-forming ability due to repression of *ftsZ*, we utilized the *dicF3* and *dicF9* mutants (Fig. 3A and 4A), which differentially regulate *ftsZ* and *xylR*, respectively (Fig. 5). Cells producing DicF3 were growth inhibited on both LB and xylose media, as expected because DicF3 represses *ftsZ* (Fig. 3B). DicF9, which does not repress *ftsZ* (Fig. 3B) but which still represses *xylR* (Fig. 4B), allowed growth on LB (Fig. 5) as well as on minimal glucose and fructose plates (see Fig. S2 in the supplemental material) but inhibited growth on minimal xylose plates (Fig. 5). The control *xylR* mutant strain grew well on LB but was unable to grow on xylose minimal medium (Fig. 5). These growth phenotypes are entirely consistent with genetic data indicating that DicF uses different residues to base pair with different targets, *ftsZ* and *xylR.* Further, the data indicate that independent regulation of these two different targets results in specific phenotypes consistent with known physiological roles of the mRNA targets.

**FIG 5:**
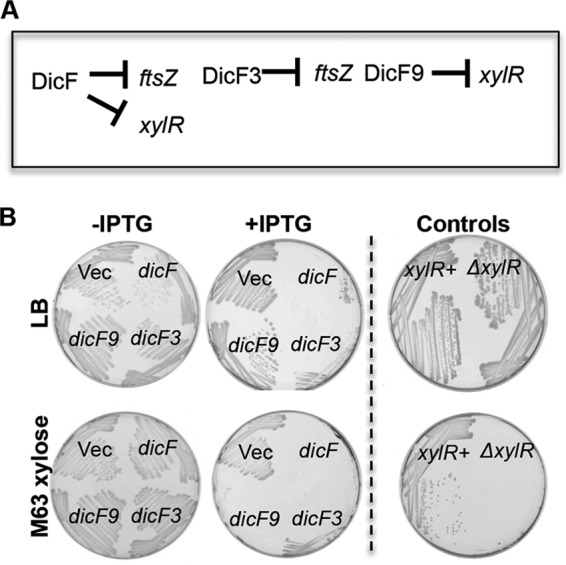
Physiological consequences of DicF-*xylR* mRNA interactions. (A) Schematic depicting regulatory interactions between DicF and *xylR*. The flattened arrowheads indicate translational repression of *xylR* and *ftsZ* by the indicated DicF RNAs. (B) Δ*dicF lacI*^q^ strains harboring the P_lac_-vector or P_lac_-*dicF*, P_lac_-*dicF3*, or P_lac_-*dicF9* were streaked on LB agar plates or M63 xylose plates with and without 0.5 mM IPTG. LB plates were incubated at 37°C for 12 h and M63 xylose plates for 22 h.

10.1128/mSystems.00021-15.2 Figure S2  Both DicF and DicF3 inhibit growth of *E. coli* in minimal medium containing glucose or fructose. Δ*dicF lacI*^q^ strains harboring the P_lac_-vector or P_lac_-*dicF*, -*dicF3*, or -*dicF9* were streaked on LB agar, M63 glucose, or fructose plates with and without 0.5 mM IPTG. LB plates were incubated at 37°C for 12 h and M63 glucose and fructose plates for 20 h. Download Figure S2, PDF file, 0.6 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Characterization of DicF regulation of *pykA* mRNA.

In *E. coli*, *pykA* encodes one of two pyruvate kinase isozymes that catalyze the conversion of phosphoenolpyruvate and ADP to pyruvate and ATP. DicF is predicted to interact with sequences encompassing the *pykA* mRNA RBS (Fig. 6A). The point mutation in DicF23 completely abolished repression of wt *pykA*′*-*′*lacZ* (Fig. 6A and B). A compensatory mutation in *pykA* (*pykA_comp23_*) impaired regulation by wt DicF but restored regulation by DicF23 (Fig. 6B)*.* These results validated the base pairing prediction and demonstrated that DicF directly regulates *pykA*. As for the other two targets, DicF regulation of *pykA* reporter translation requires Hfq but is not dependent on the presence of a functional degradosome (Fig. 6C). However, DicF was responsible for reduced levels of the *pykA* native transcript, as observed by Northern blot analysis (see Fig. S1B in the supplemental material), consistent with RNA-Seq analyses showing that *pykA* mRNA levels were strongly diminished upon DicF expression (Table 1). Together, these results suggest that, while translational regulation of *pykA* by DicF does not require the degradosome, the degradation of *pykA* mRNA may nevertheless play a role in regulation *in vivo*.

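In the RNA-Seq data, pykA (b1854), annotated as pyruvate kinase II, is listed on the plus strand from 1935617 to 1937115. It had a normalized read count of 313 in the vector control and 29 in DicF-expressing cells. The ratio was 0.0927, which is 10.8-fold lower, with rounding limits of 0.0909 and 0.0944, and it was 0.121 with 10 added to both values. The authors' deposited table gives pykA a q value of 0. A predicted RNA just downstream on the same strand, from 1937119 to 1937175, fell from 405 to 28. The other pyruvate kinase gene, pykF (b1676), had 671 and 650, a ratio of 0.969 with limits of 0.967 and 0.970. yebK (b1853), the gene just upstream of pykA on the same strand, fell from 104 to 23, and zwf had 164 and 214. The last pair of genes was chosen after the values had been seen. From the lower pykA transcript in these data and on the Northern blot, the paper proposes that degradation of pykA mRNA may play a role in vivo, although translational regulation by DicF does not require the degradosome.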

**FIG 6:**
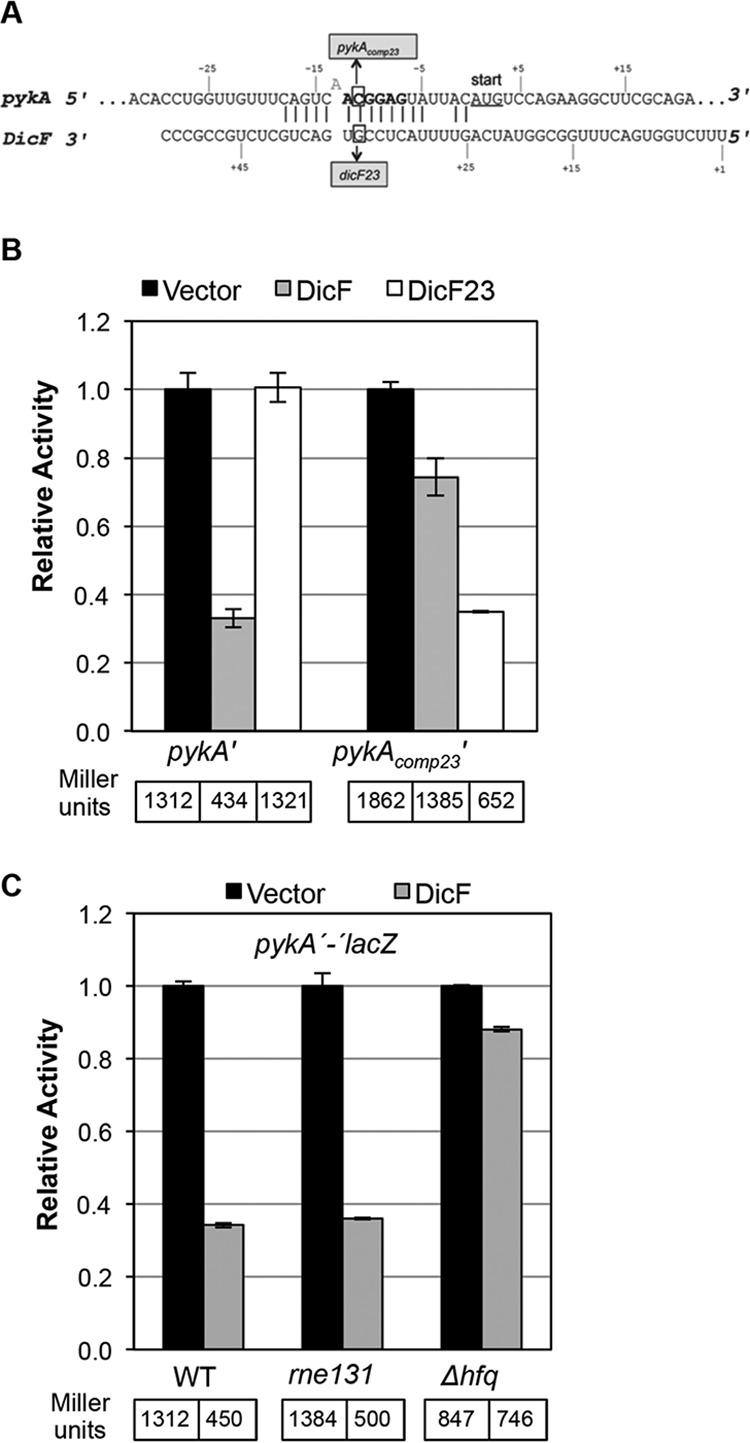
Genetic and molecular characterization of DicF-*pykA* mRNA interactions. (A) Base pairing predictions for *pykA* mRNA and DicF. The numbers for *pykA* are relative to the start codon (with A as +1). The numbers for DicF are relative to the 5′ end of *dicF.* The *pykA* RBS is shown in bold, and the start codon is underlined. The predicted base pairing interactions between *pykA* and DicF are marked by vertical lines, and mutations in *dicF* and *pykA* are indicated by boxes. All mutations were substitutions, and boxed residues were changed to the complementary nucleotides. (B) The levels of β-galactosidase activities of the *pykA* translational fusion were assayed during overexpression of DicF and DicF23. (C) The levels of β-galactosidase activity of the *pykA*′*-*′*lacZ* fusion in the wt strain and the *rne131* and *hfq* mutants were assayed during overexpression of DicF. The specific activities of the fusions were normalized as described for Fig. 2.

### Effects of DicF on *E. coli* growth and cell division.

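By the q values of the authors' deposited table, 1456 of all features had a q value of at most 0.05, of which 426 had lower and 1028 had higher normalized read counts in DicF-expressing cells, the remainder having equal values. In 1071 of these 1456 features of the authors' deposited table, the ratio lay between 1/2 and 2. No feature whose larger value was under 41 reached that q value in the authors' deposited table, which leaves 2210 features without a call. Operons were those predicted with Rockhopper from the same experiment, and where that prediction used expression, part of the coherence within operons is built in. Of 504 operons with at least 2 genes that had 20 or more in one condition, 84.5% had all of these genes on the same side of a ratio of 1, against 39.6% on average when genes were shuffled 1000 times among genes of like abundance.

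**Figure D2:**
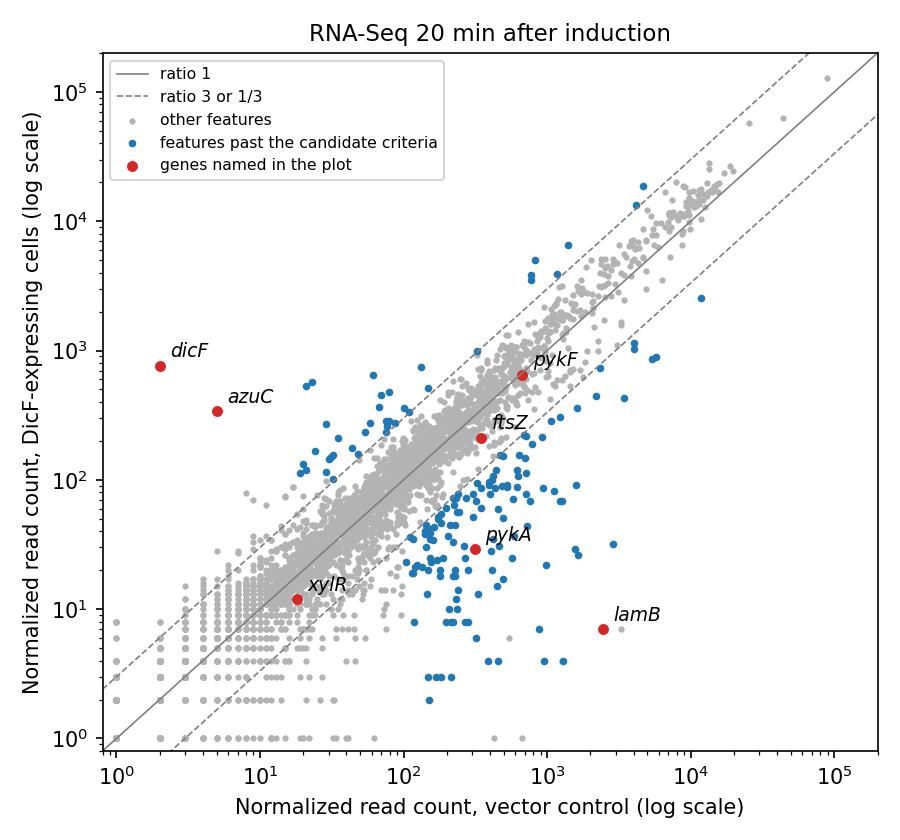
Normalized read count in the vector control (horizontal, log scale) against that in DicF-expressing cells (vertical, log scale) for 4113 features with both values above 0; the other 282 are not drawn. Each point is a feature, blue points met the candidate criteria, red points are the genes named, the solid line marks a ratio of 1 and the dashed lines ratios of 3 and 1/3.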

A large number of genes were differentially expressed in control cells versus DicF-expressing cells (Table 1; see also Table S2 in the supplemental material). Our results thus far demonstrate that DicF directly regulates, at a minimum, three different mRNA targets in *E. coli*. While characterizing DicF regulation of *ftsZ*, *xylR*, and *pykA*, we isolated mutants that differentially regulate these targets (e.g., DicF3 and DicF9; Fig. 3, 4, and 5). Mutant DicF RNAs were produced at levels comparable to those seen with wt DicF, confirming that the mutations did not substantially alter DicF stability (see Fig. S3). We therefore utilized *dicF* mutants to further probe DicF-associated phenotypes. DicF3 represses *ftsZ* but fails to repress *xylR* and *pykA*, whereas DicF21 (see Fig. S4) does not regulate *ftsZ* or *pykA* but retains the ability to silence *xylR* translation (Fig. 7A). Growing on LB plates, *E. coli* strains expressing wt *dicF* or *dicF3* were unable to form individual colonies (Fig. 7B; +IPTG). In contrast, cells carrying the vector and cells expressing *dicF21* grew similarly on LB plates (Fig. 7B; +IPTG). Strains expressing the same alleles were cultured in liquid LB medium without inducer until mid-log phase, and then *dicF* expression was induced and growth (Fig. 7C) and viability (Fig. 7D) were monitored. Compared to control cells, DicF-expressing cells were severely growth inhibited (Fig. 7C) and viability was reduced by ~10-fold (Fig. 7D). In contrast, DicF3 cells continued to increase in optical density (OD), and CFU counts remained stable over the course of the experiment (Fig. 7C and D). (We note that the phenotype for DicF3-producing cells seems less severe than would be expected based on growth on LB plates [Fig. 7B]. In liquid media, cells were allowed to grow without induction for several generations and then *dicF* alleles were induced for ~3 h. Cells growing on plates with IPTG expressed *dicF* immediately and constitutively upon subculture to the plates, which might exacerbate the growth inhibition phenotypes.) Both wt DicF and DicF3 repressed *ftsZ*, as evidenced by filamentation of cells expressing wt DicF or DicF3 (Fig. 7E). In contrast, cells producing DicF21, which regulates *xylR* but not *ftsZ* or *pykA*, showed growth (Fig. 7C), viability (Fig. 7D), and morphology (Fig. 7E) similar to those seen with control cells. Since wt DicF and DicF3 both repress *ftsZ* and inhibit cell division, but only wt DicF strongly inhibits growth of *E. coli* in liquid medium, we infer that DicF-dependent regulation of targets other than *ftsZ* (disrupted by the mutation in DicF3) substantially contributes to growth inhibition of cells by wt DicF. In other words, while DicF repression of *ftsZ* certainly inhibits cell division, this regulatory interaction does not account for the toxicity of DicF in *E. coli* cells.

10.1128/mSystems.00021-15.3 Figure S3  Levels of DicF from *dicF* alleles used in this study. Δ*dicF lacI*^q^ strains harboring the P_lac_-vector or P_lac_-*dicF* alleles used in this study were grown to an OD_600_ of 0.1, 0.5 mM IPTG was added, and RNA was extracted from cells at the indicated time points. Equal amounts of total RNA were resolved on a polyacrylamide gel and subjected to Northern blotting. The blot was then probed for DicF and the loading control (*ssrA*). Download Figure S3, PDF file, 0.2 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00021-15.4 Figure S4  Illustration of the *dicF21* allele. The *dicF21* allele used as described for Fig. 7 is indicated in bold (CAU). These sequences were mutated to GUA. Predicted base pairing regions of *dicF* corresponding to *xylR*, *pykA*, and *ftsZ* are indicated by asterisks. Download Figure S4, PDF file, 0.02 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 7:**
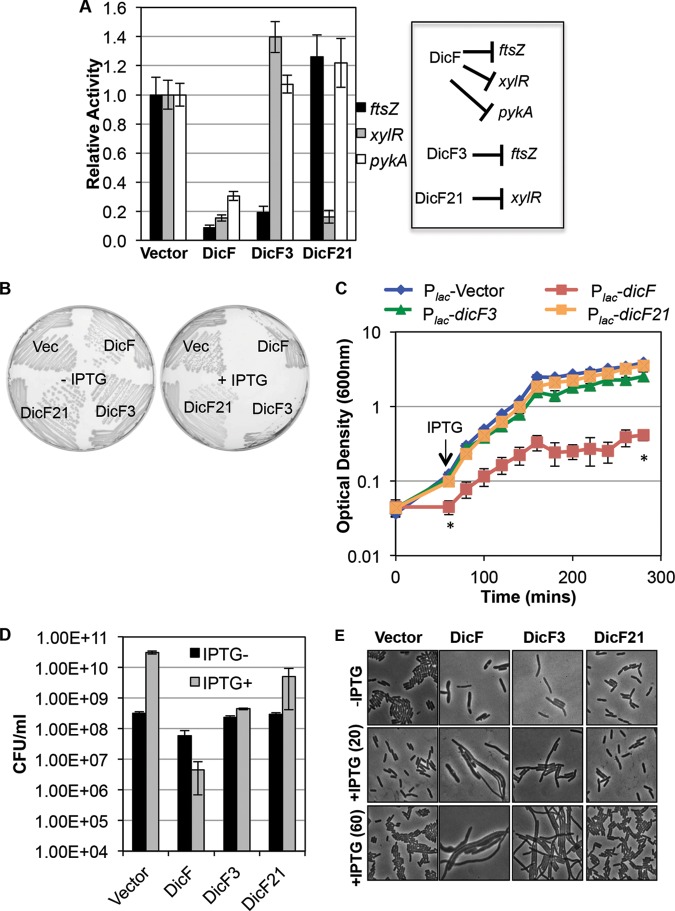
DicF inhibits cell division and prevents biomass increases. (A) The strains with *xylR*′, *pykA*′, and *ftsZ*′*-*′*lacZ* fusions and plasmids containing *dicF*, *dicF3*, or *dicF21* were assayed for β-galactosidase activity, after induction of the *dicF* alleles. A schematic representing regulation of the various targets by DicF and the mutants is on the right. (B) Δ*dicF lacI*^q^ strains carrying either the vector control or the *dicF* alleles shown in the figure were streaked on LB plates with and without 0.5 mM IPTG. (C) Δ*dicF* lacI^q^ strains carrying either the vector control or various *dicF* alleles was grown, 0.5 mM IPTG was added to the cultures, and growth was monitored over time. (D) The viability of the strains described for panel C was measured at time points indicated by asterisks. (E) Phase-contrast images of strains described for panel C imaged before (-IPTG) and 20 min [+IPTG (20)] and 60 min [+IPTG (60)] after addition of 0.5 mM IPTG.

Microscopy revealed subtle differences in morphologies between cells expressing wt DicF and those expressing DicF3 (Fig. 7E). Cells producing wt DicF were highly filamentous and also had a “bloated” morphology (Fig. 7E), appearing greater in width (diameter) than control cells. Cells expressing DicF3 were also filamentous but appeared to be more uniform and similar in width to control cells (Fig. 7E). DicF3 does not regulate *xylR* or *pykA*, so, formally, loss of repression of these targets could account for differences in morphology between DicF- and DicF3-expressing cells. However, *xylR* and *pykA* mutants have no overt growth phenotypes in the rich LB medium used for this experiment (46); thus, it is unlikely that regulation of these targets accounts for the loss of viability and the more dramatic effects on morphology in DicF-producing compared to DicF3-producing cells. We hypothesize that the mutation in DicF3 also relieves regulation of other gene products that impact cell shape or cell wall structure and that this accounts for the observed differences.

### Physiological effects of DicF and DicB.

DicF and DicB are produced from the same operon, and both have been reported to inhibit cell division (14). To further explore the physiological functions of these products, we examined growth phenotypes of cells expressing *dicF* and/or *dicB* in the context of the intact operon. Since no signal that induces expression of the *dicBF* operon has been identified (it is not induced by SOS-inducing compounds [25]) (P. T. Ragunathan and C. K. Vanderpool, unpublished data), we inserted an inducible, P_lac_ promoter upstream of *ydfA* (Fig. 8A), thus replacing the promoter that is repressed by DicA and DicC (47, 48). We made constructs with a deletion of *dicF* or of *dicB* or of both genes (as previously described [49]), leaving only an 82-nt “FRT scar” sequence at each deletion site (Fig. 8A). We then assayed the growth of these strains on LB agar and in LB liquid medium upon induction of the operon. Induction of the wt operon (*dicF* positive [F^+^] and *dicB*^+^ [F^+^B^+^]; Fig. 8A) was extremely toxic, and no growth was observed on plates (Fig. 8B; +IPTG). Deletion of *dicB* (F^+^B^−^) in the context of this inducible operon largely relieved growth inhibition, whereas deletion of *dicF* (F^−^B^+^) allowed only very slight growth (Fig. 8B). Finally, deletion of both *dicF* and *dicB* (F^−^B^−^) relieved the growth inhibition, indicating that *dicF* and *dicB* are primarily responsible for the toxicity conferred by this operon. Using liquid medium, we observed that even in the absence of the inducer, the F^+^B^+^ strain was slightly growth inhibited (see Fig. S5B in the supplemental material). When strains were grown in LB liquid medium and exposed to inducer in early log phase, the F^+^B^+^ strain was severely growth inhibited (Fig. 8C) and showed 100-fold-reduced viability after ~2.5 h of induction (Fig. 8D). The F^+^B^+^ strain also showed the extensively filamented and bloated morphology (see Fig. S5C) observed in DicF-overproducing strains (Fig. 7E). The induced F^−^B^+^ strain was still growth inhibited but not as severely growth inhibited as the F^+^B^+^ strain (Fig. 8B). The F^−^B^+^ cells showed an ~10-fold reduction in viability (Fig. 8D) and displayed extensive filamentation (see Fig. S5C). Growth of the F^+^B^−^ cells was more inhibited than that of the control (wild-type [WT] and F^−^B^−^; Fig. 8C) strains, but the cells were less growth impaired than cells of either the F^+^B^+^ strain or the F^−^B^+^ strain (Fig. 8C). Moreover, F^+^B^−^ cells did not exhibit a decrease in CFU counts per milliliter at 2.5 h postinduction and in fact had grown to nearly wt levels by the end of the experiment (Fig. 8D; compare WT and F^+^B^−^ results). Consistent with this observation, the F^+^B^−^ cells were not filamentous (see Fig. S5C). In contrast with the DicF-associated filamentation observed when DicF was ectopically expressed on its own (Fig. 7), these results suggest that, expressed in the context of the intact operon, the presence of DicF by itself (i.e., without DicB) is not sufficient to strongly affect cell division. Instead, when the entire operon is induced, the cell division defect and most of the toxic effects appear to be due to the presence of DicB. Using Northern blots, we assessed levels of DicF in wt, F^+^B^+^, F^−^B^+^, F^+^B^−^, and F^−^B^−^ strains as well as in a strain expressing DicF from the P_lac_-*dicF* plasmid. While DicF was readily detected in cells carrying the P_lac_-*dicF* plasmid, it was not detected during IPTG-mediated induction of the chromosomal constructs shown in Fig. 8A (data not shown). This strongly suggests that the constructs illustrated in Fig. 8A do not produce DicF at levels sufficient to reproduce the DicF-associated phenotypes shown in Fig. 7. The F^−^B^−^ cells were not growth inhibited (Fig. 8C), and both CFU counts per milliliter (Fig. 8D) and morphology (Fig. S5C) resembled those seen with the wt strain.

10.1128/mSystems.00021-15.5 Figure S5  Growth of strains containing P*_lac_*-*dicBF*. (A) Cartoon illustrating the chromosomal arrangement of the *dicBF* locus with the specific deletions depicted. (B) The growth of the strains in LB medium without IPTG. (C) Phase-contrast images of strains shown in Fig. S4B imaged before and 60 min after the addition of 0.5 mM IPTG. Download Figure S5, PDF file, 1.9 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

**FIG 8:**
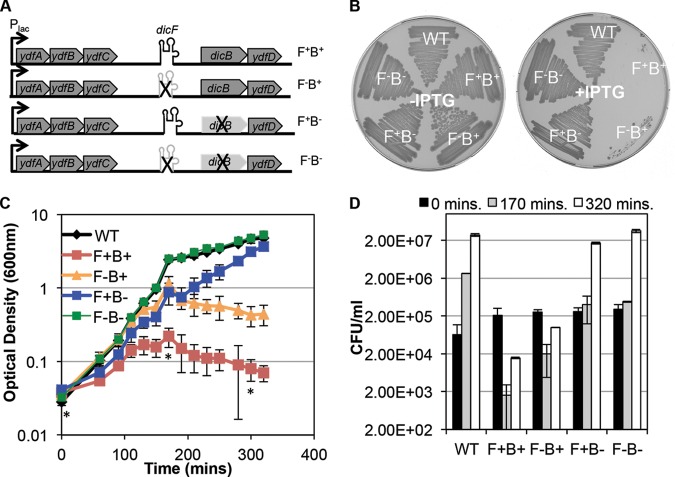
The *dicBF* chromosomal locus and roles of DicF and DicB in cell physiology. (A) Cartoon illustrating the chromosomal arrangement of the *dicBF* locus with the specific deletions depicted. A P_lac_ promoter was used to replace the native *dicBF* promoter (F^+^B^+^) in an otherwise wt strain. Gene *dicF* or gene *dicB* was deleted in this context to create an F^−^B^+^ strain or an F^+^B^−^ strain, respectively. Both genes were mutated in this context to make an F^−^B^−^ strain. (B) The wild-type strain (WT) and the four constructs described for panel A were streaked on LB plates with or without 0.5 mM IPTG. (C) The strains described above were grown in liquid LB medium, 0.5 mM IPTG was added at time 0, and growth was monitored over time. (D) The viability of the strains described for panel C was measured at the time points indicated by asterisks.

### The *dicF* gene and the *dicBF* operon are present in many *E. coli* strains.

Since ectopic expression of DicF or the *dicBF* operon is toxic to *E. coli* cells, we wondered whether this sRNA or this operon would be conserved in other *E. coli* strains. The genetic region encompassing *dicBF* is similar to the bacteriophage P22 *immC* locus (48). Sequences that hybridize to probes from the *dicF* region were previously identified in several *E. coli* and *Shigella* species, but these sequences were not fully characterized (12). More recently, conservation of sRNAs, including DicF, was examined for 27 *E. coli* and *Shigella* strains (50). In this study, DicF was identified as a conserved sRNA in 17 of the 27 *E. coli* and *Shigella* genomes analyzed. We chose 10 different *E. coli* strains with DicF-like sRNAs for further analysis. Sequences 5 kb upstream and downstream of the predicted 5′ end of *dicF* were obtained from these 10 genomes and aligned using Progressive Mauve (51), and genes neighboring *dicF* were examined (Fig. 9). First, we noted that *dicF* and parts of the *dicBF* operon were present in multiple contexts within different prophages (Fig. 9). Second, *E. coli* strains carrying prophages closely resembling Qin (defined by NCBI and BioCyc annotations) from *E. coli* K-12 (UMNF18, CFT073, IAI1, ATCC 8739, and APEC 078) possessed the same *dicF* flanking genes, namely, *ydfA*, *ydfB*, and *ydfC* upstream and *dicB* and *ydfD* downstream (except the ATCC 8739 strain, which lacked *ydfB*). Third, some pathogenic *E. coli* strains (the O157:H7 Sakai and O157:H7 EDL933 strains) contained multiple copies of *dicF* and parts of the *dicBF* locus in different prophages (Fig. 9). Thus, it appears that despite their toxicity, *dicF* and the *dicBF* operon are widely retained in resident prophages in many *E. coli* strains and that some strains in fact have multiple copies of this locus.

**FIG 9:**
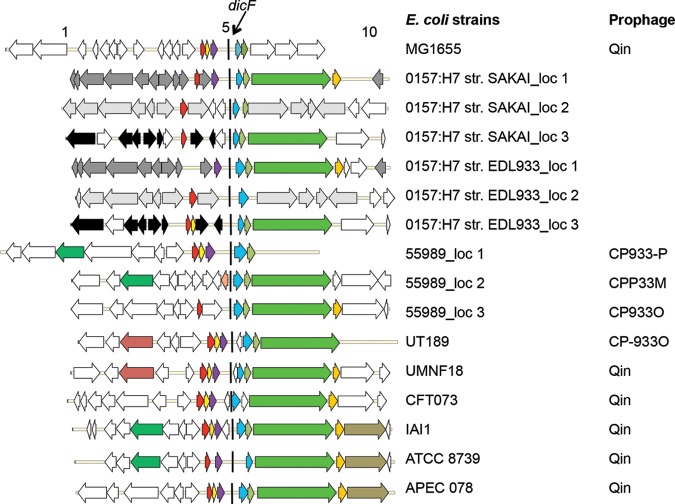
The *dicBF* locus is conserved in *E. coli* species in different prophages. The *dicF* sequences that were >99% identical among different *E. coli* species were obtained from NCBI. Nucleotide sequences 5 kb up- and downstream of *dicF* were then collected and aligned using Progressive Mauve. Open reading frames with sequence identity of >60% (verified by BLASTn) are indicated using the same colors in all prophages. The *dicBF* operon in MG1655 is arranged as follows: *ydfA* (in red), *ydfB* (in yellow), *ydfC* (in purple), *dicF* (indicated by a black line), *dicB* (in blue), and *ydfD* (in dark green). Genes that were not conserved are shown in white.

## DISCUSSION

Despite being one of the earliest sRNAs identified in bacteria, DicF has remained poorly characterized for more than two decades. In this study, we directly tested and validated the hypothesis that DicF regulates *ftsZ* translation by an antisense base pairing mechanism. Moreover, we define two additional targets of DicF, *xylR* and *pykA* mRNAs, and show that different regions of DicF are responsible for regulating different targets. The 3′ end of DicF base pairs with *ftsZ* and *pykA* mRNAs, while the 5′ end is required for pairing with *xylR* mRNA. Analyses of viability and morphology of cells expressing DicF revealed that wt DicF is toxic, causing both filamentation and loss of viability (Fig. 7). Using mutant *dicF* alleles, we demonstrated that repression of *ftsZ* mRNA is responsible for filamentation but that the bloated cell morphology and loss of viability must be due to regulation of other unidentified targets (Fig. 7). When the entire operon containing *dicF* was ectopically expressed, toxicity that was even more dramatic than that seen with expression of *dicF* alone (Fig. 7) was observed (Fig. 8). Cell viability was reduced by more than 2 orders of magnitude when the entire *dicBF* operon was expressed, and this effect was due in large part to *dicB* (Fig. 8D). Interestingly, we identified DicF and DicB homologs in numerous *E. coli* chromosomes, sometimes in multiple independent prophage-encoded loci (Fig. 9). In contrast, BLAST searches of bacteriophage genome databases (NCBI and EMBL, containing ~2,000 sequenced phage genomes) failed to identify hits with significant similarity to DicB or DicF (data not shown). These observations hint that whatever function the *dicBF* operon served in the ancestral bacteriophage was less useful than the function it serves in extant *E. coli* hosts, where it is conserved in the context of defective prophages.

It is interesting to contemplate how sRNAs like DicF, which were brought into bacterial chromosomes on mobile genetic elements, have evolved to regulate bacterial genes, including some in the “core genome” (the set of genes shared by all strains of a given species). The InvR sRNA is carried on *Salmonella* pathogenicity island 1 (SPI1), and its expression is controlled by the major SPI1-encoded virulence regulator HilD (52). InvR, in turn, regulates the *Salmonella ompD* gene, encoding the abundant outer membrane porin OmpD (52). Another example is IpeX sRNA, which is carried on the *E. coli* cryptic prophage DLP12 (53). IpeX represses translation of *E. coli* *ompC* and *ompF* mRNAs, coding for the two major *E. coli* porins (53). Like DicF, both InvR and IpeX require Hfq for the base pairing-dependent regulation of at least some of their target mRNAs (52, 53). These observations suggest that horizontally acquired regulatory RNAs have evolved to use host cofactors (e.g., Hfq and RNase E) in order to regulate genes on the host chromosome. Maintenance of these regulatory interactions through evolutionary conservation likely reflects that the regulation improves the fitness of the host under some conditions. Understanding those conditions and the fitness benefits conferred is an ongoing challenge.

The considerations mentioned above become even more complex when we consider that the *dicBF* locus is present in multiple copies in several *E. coli* strains (Fig. 9). In addition to being present in Qin-like prophages (as in *E. coli* K-12), the *dicBF* locus is found in prophage islands dubbed “CP-933,” for “cryptic prophage 933” (21, 54, 55). The CP-933O, CP-933M, and CP-933P islands that carry *dicBF* are lambdoid prophages that are ~80 kb, 45 kb, and 57 kb in length, respectively (21, 55). Interestingly, the CP-933O prophage is thought to be a fusion of at least 2 prophages, one of which contains Qin-like genes (54, 55). Although these prophages are defective, their genomes are twice the size of Qin and are as large as or bigger than the genome of the ancestral lambda-like phage. A study analyzing the prophages of *E. coli* O157:H7 revealed that some defective prophages actually retain the ability to be excised and can be transferred to other bacteria (56). Thus, although these prophages may contain some mutations or losses that prevent their full functionality as lambdoid phage, some clearly retain functions that could facilitate spread of their genes to other strains. It would be fascinating to study how newly horizontally acquired sRNA regulators integrate into the host’s existing regulatory circuitry.

We observed that, expressed ectopically, DicF and DicB are independently toxic to *E. coli*. Expressed together by induction of the *dicBF* operon from a heterologous promoter, their effects are compounded and reduce viability of cells by more than 100-fold. Our studies showed that wt DicF caused filamentation and a morphological defect suggestive of problems with the cell wall (Fig. 7E). Cells expressing a DicF mutant that still regulated *ftsZ* were filamentous but otherwise had normal morphology and continued to increase in biomass (Fig. 7). Our interpretation of these results is that DicF targets other as-yet-unidentified genes involved in cell shape or chromosome segregation, since mutations in such genes have been shown to yield an elongated and bloated morphology (57) similar to that of cells expressing DicF. The only reported function of DicB is inhibition of FtsZ ring assembly through interactions with MinC (58–61) and ZipA (62). We found that ectopic expression of DicB is very toxic (Fig. 8). Whether this toxicity is due simply to inhibition of cell division, which eventually causes lysis, or to other unknown functions of DicB remains to be discovered.

Toxin-antitoxin (TA) systems represent another notable example of toxic prophage-encoded functions that are evolutionarily conserved on bacterial chromosomes (63). The toxins of TA systems become active only under certain conditions, where they inhibit growth and can contribute to a dormant state that is associated with bacterial persistence (64). Like TA systems, the *dicBF* operon is not active under standard laboratory growth conditions, owing to repression by DicA (48). We speculate that, similarly to TA systems, the *dicBF* operon is expressed under very specific environmental conditions and that the activities of the sRNA DicF and small protein DicB are beneficial to the host (on either the single-cell level or population level) under those conditions. Wang et al. (25) published a study consistent with this hypothesis in which they showed that the cryptic prophages in *E. coli* enhanced resistance to a variety of environmental stresses. They reported that Qin prophage and, specifically, DicB increased the resistance of *E. coli* to certain β-lactam antibiotics (25). Though we could not reproduce this particular result (data not shown), perhaps due to our use of a different strain background, it remains our hypothesis that the *dicBF* locus is conserved in numerous *E. coli* strains because it confers a fitness advantage under some conditions.

Finally, it is worth noting that limitations of widely used experimental and computational techniques inhibit faster progress in defining functions for bacterial sRNAs. In this study, we took a combined approach, using both RNA-Seq and biocomputational algorithms to identify DicF targets. Of 17 target candidates that we selected for further validation (based on experimental or computational predictions), we found only 2 new mRNAs that are directly regulated by base pairing with DicF (using a criterion of ≥2-fold regulation). Genetic and phenotypic analyses suggest that there are additional DicF targets that play important roles in the physiological effect of DicF. Transcriptomic approaches, including use of microarrays (65) or RNA-Seq (2, 66, 67), are certainly powerful approaches for defining sRNA target candidates, but they miss targets expressed at low basal levels or whose mRNA stability is not substantially changed by interactions with the sRNA. Moreover, there are often abundant indirect effects on gene expression from even short-term ectopic expression of sRNAs. Computational algorithms can in some cases accurately predict mRNA targets for sRNAs. Indeed, *xylR* was accurately predicted as a DicF target by computational prediction but did not appear in the RNA-Seq data because it was not highly expressed under our experimental conditions. However, this example represents an exception, since other computationally predicted targets were not posttranscriptionally regulated by DicF (Table 1 and Fig. 1). These results highlight the high rates of false negatives and false positives produced even using a combination of global approaches for sRNA target identification, and this has been typical of our experience in characterization of several sRNAs in *E. coli* (reference 68 and unpublished results). 

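xylR (b3569), listed on the plus strand from 3733002 to 3734180, had a normalized read count of 18 in the vector control and 12 in DicF-expressing cells. The ratio was 0.667, and rounding allows values from 0.622 to 0.714. With 10 added to both values it was 0.786. The genes for xylose uptake and use had smaller values than xylR in both conditions. Lower values in DicF-expressing cells were listed for xylA (5 and 3), xylE (5 and 2) and xylF (3 and 2). xylB (1 and 1) and xylG (3 and 3) were equal, and xylH (4 and 5) was higher. In the authors' deposited table, the q value of xylR is 1. Of the 14 genes of Table S1, 5 met the candidate criteria, namely rbsC, manX, pykA, glpK and nuoL, and the same number passed with a 2-fold difference. These 14 are the genes marked as predicted in Table 1, which was drawn up in part from these RNA-Seq data. The count is therefore not an independent rate of agreement.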

Development of new tools for the more rapid and accurate characterization of sRNA target regulons would greatly facilitate efforts to define functions for hundreds of fascinating bacterial sRNAs.

## MATERIALS AND METHODS

### Strain and plasmid construction.

All strains and plasmids used in this study are summarized in Table S3 in the supplemental material, and the oligonucleotides (obtained from IDT) used in this study are listed in Table S4. The strains used in this study are derivatives of the Δ*lac* DJ480 strain (D. Jin, National Cancer Institute), which was derived from MG1655. All lambda red recombination methods were performed as described in reference 69.

10.1128/mSystems.00021-15.8 Table S3  Strains and plasmids used in this study. Download Table S3, DOC file, 0.1 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00021-15.9 Table S4  Oligonucleotides used to make strains and plasmids. Download Table S4, DOCX file, 0.02 MB. Copyright © 2016 Balasubramanian et al. 2016 Balasubramanian et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The predicted targets of DicF were recombined into PM1205 as described in reference 32. Briefly, sequences of targets spanning the +1 site to 10 or 20 amino acids of coding sequence were amplified with oligonucleotides with homology to the P_BAD_ and *lacZ* sequences. Lambda red recombineering was used to generate the fusions described for Fig. 1. Sequences of the *carB* (O-DB429/430), *rlmN* (O-DB433/439), *pgaA* (O-DB427/428), *ppk* (O-DB425/426), *psiE* (O-DB391/392), *clcA* (O-DB393/394), *glmS* (O-DB441/442), *cyoA* (O-DB445/446), *pykA* (O-DB475/476), *rbsD* (PR108/109), *rbsA* (O-DB414-a/415), *ptsP* (O-DB447/448), *glpK* (O-DB418/419), *xylR* (O-DB385/386), and *pfkA* (O-DB360/362) genes were PCR amplified using oligonucleotides (names shown in parentheses) and were integrated into PM1205 to create DB196, DB199, DB197, DB198, DB191, DB192, DB193, DB215, DB214, DB228, DB219, DB195, DB190, DB194, JH193, JH256, DB189, and DB177.

The *qin*::*kan* deletion in Fig. 2 was created by lambda red recombination using primers O-DB413/O-DB414. This mutation was then moved into DB189 (*xylR*′*-*′*lacZ*), DB228 (*pykA*′*-*′*lacZ*), and DB229 (*ftsZ*′*-*′*lacZ*) via P1 transduction to create DB120, DB237, and PR124, respectively. The *ftsZ*′*-*′*lacZ* fusion containing only 4 amino acids (DB229) and *ftsZ_comp23_*′*-*′*lacZ* (PR130) were created in PM1205 as described above using oligonucleotides O-DB503/O-DB504 and O-PR151/O-PR152, respectively. The *xylR_3TRUNC_*′*-*′*lacZ* (DB202) fusion contained the +1 site to the first amino acid of *xylR* and was created with oligonucleotides O-DB385 and O-DB436. The *xylR_comp11_*′*-*′*lacZ* fusion (DB227) was constructed in PM1205 with primers O-DB385 and O-DB458 (containing the *xylR11* mutation). The *rne131* mutant obtained from the Masse laboratory (EM1377 [33]) was linked to a kanamycin resistance cassette (inserted in the intergenic region between *rne131* and the downstream *flgL* gene) by Maksym Bobrovskyy in our laboratory to yield strain MB10 (68). This mutation was then moved into DB189, DB228, and DB229 to yield DB207, DB239, and PR125, respectively. Similarly, the Δ*hfq*::*cat* mutation (37) was moved by P1 transduction into DB189, DB228, and DB229 to yield DB206, DB238, and PR127, respectively.

The Δ*xylR* strain was obtained from the Keio collection (46). The DB176 strain was created by recombineering of a *dicF*::*kan* PCR product amplified using O-DB358/O-DB359. The *pykA*_comp23′*-*′_*_lacZ_* fusion was made as described above using oligonucleotides O-DB475/O-DB526. A P_lac_ promoter sequence linked to a chloramphenicol resistance cassette (70) was amplified using oligonucleotides O-DB479 and O-DB480 and recombined into a *lacI*^q*+*^ strain to make DB240. PCR products generated using oligonucleotides O-DB508/O-DB509 (to make a Δ*dicB*::*kan* deletion) and O-DB521/O-DB522 (to make a Δ*dicF*::*kan* deletion) were recombined independently into DB240 to create DB241 and DB252. Further, the kanamycin cassettes in DB241 and DB252 were removed using pCP20 (49), generating strains DB243 (Δ*dicB*) and DB247 (Δ*dicF*), respectively. Lastly, the *dicF*::*kan* PCR product was once again recombined into DB243 and the kanamycin cassette removed to create the double Δ*dicF* Δ*dicB* mutant (DB248).

The P_lac_-vector and the P_lac_-*dicF* plasmids were obtained from the Gottesman laboratory (45). P_lac_*-dicF* mutant alleles used in this study were generated using a QuikChange mutagenesis II kit (Stratagene). The oligonucleotides used to create the individual mutants are described in Table S4.

The Cp19-*xylR* strain was made by amplifying the kanamycin-linked Cp19 promoter from JNB034 (33) using oligonucleotides O-DB463 and O-DB464 and by recombineering of the linear PCR product in place of the *xylR* promoter. Cp19-*xylR* was moved to a *lacI*^q*+*^ strain to create DB223. The Cp19-*pykA lacI*^q^ strain (DB224) was created in a similar manner using oligonucleotides O-DB459 and O-DB460. Strains DB223 and DB224 were used in experiments represented in Fig. S1A and B in the supplemental material, respectively.

### Computational predictions of DicF targets.

The four sRNA target prediction programs, TargetRNA (26), IntaRNA (27), sTarPicker (29), and CopraRNA (28), were used to generate lists of potential DicF targets. The search window interrogated for potential interactions with DicF was set at 100 nucleotides (nt) upstream of the start codon to 20 amino acids into the coding sequence. Genes with interactions that were predicted by at least two programs with a *P* value of ≤0.05 were chosen for further analyses.

### RNA-Seq experiments and data analyses.

A Δ*dicF lacI*^q^ strain harboring the vector control or the plasmid containing *dicF* was grown to an optical density at 600 nm (OD_600_) of ~0.1 in LB with ampicillin. Three biological replicates were performed. IPTG (0.5 mM) was added to the cultures to induce DicF production. RNA was harvested 20 min after induction, treated with DNase (Ambion), and checked for integrity on a 1% agarose gel. Library construction and sequencing were performed at the W. M. Keck Center for Comparative and Functional Genomics at the University of Illinois at Urbana—Champaign. Ribosomal RNA was removed from 1 µg of total RNA using a Ribozero rRNA Removal Meta-Bacteria kit (Epicentre Biotechnologies), and the mRNA-enriched fraction was converted to indexed RNA-Seq libraries with a ScriptSeq v2 RNA-Seq library preparation kit (EPICENTRE Biotechnologies). The libraries were pooled in equimolar concentrations and were quantitated by quantitative PCR (qPCR) using a library quantification kit (Illumina compatible; Kapa Biosystems) and sequenced for 101 cycles plus 7 cycles for the index read using a HiSeq 2000 sequencing system and TruSeq SBS version 3 reagents. The Fastq files were generated with Casava 1.8.2 (Illumina). The computational program Rockhopper (31) was used to analyze the RNA-Seq data. Details of normalization procedures can be found in the publication describing Rockhopper (31). The cutoffs of >100 normalized sequence reads and ≥2-fold differential expression were chosen based on our experience with other sRNAs. We have found that results from candidate targets showing very low normalized read counts or low fold changes between control and experimental samples in RNA-Seq experiments are more likely to be false positives. RNA-Seq data were submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI).

### β-Galactosidase assays.

Strains were grown overnight in Terrific broth (TB) medium (with 100 µg/ml ampicillin for plasmid selection) and were subcultured into fresh media with antibiotics and grown to mid-logarithmic phase. When cultures reached an OD_600_ of ~0.3, IPTG (isopropyl-β-d-thiogalactopyranoside; Sigma Aldrich) was added at a final concentration of 0.1 mM. Samples were harvested after 1 h and assayed for β-galactosidase activity as described previously (71). All experiments were conducted in triplicate.

### RNA extraction and Northern blot analysis.

Strains carrying plasmids were grown overnight in LB with ampicillin. They were then subcultured into fresh media with antibiotics and grown to mid-log phase. When cultures reached an OD_600_ of ~0.3, 0.5 mM IPTG was added, and samples were harvested at different time points. RNA was extracted by the hot phenol method as described in reference 72.

Northern blot analysis was carried out as described in reference 73. Briefly, 7 µg total RNA (for DicF) or 10 µg total RNA (for *xylR* and *pykA* mRNAs) was run on acrylamide gels and 1% agarose gels using 1× Tris-acetate-EDTA (TAE) or 1× MOPS (morpholinepropanesulfonic acid) buffer, respectively. RNA in acrylamide gels was transferred to a 0.2-µm-pore-size membrane (Whatman) in 0.5× TAE buffer by electrophoresis. RNA in agarose gels was transferred by capillary transfer using 20× SSC (1× SSC is 0.15 M NaCl plus 0.015 M sodium citrate). Following transfer, the membranes were probed overnight with biotinylated DNA oligonucleotides (IDT) complementary to the respective RNAs. Detection was carried out according to the instructions for the Brightstar Biodetect kit (Ambion).

### LB growth inhibition.

Strains carrying plasmids with wt *dicF*, *dicF* mutants, or chromosomal P*_lac_*-*dicBF* constructs were grown to an OD_600_ of ~0.1. IPTG (0.5 mM) was used to induce expression of DicF or the *dicBF* operon. Growth was monitored over time by measuring the OD_600_ of cultures until they reached stationary phase.

### Xylose, glucose, and fructose growth inhibition.

Δ*dicF lacI*^q^ strains harboring the vector or the *dicF*, *dicF3*, or *dicF9* plasmid were streaked on M63 xylose, glucose, and fructose medium with and without 0.5 mM IPTG. Plates were imaged after 22 h of incubation.

### Phase-contrast microscopy.

Cultures were grown to the indicated time points. Cell cultures (500 μl to 1 ml) were collected by centrifugation. The cell pellet was resuspended with 1× phosphate-buffered saline (PBS), washed, and resuspended in 1× PBS. The resuspended cells (1 µl) were pipetted onto a 24-by-50-mm no. 1.5 coverslip (Fisher Scientific; catalog no. 12-544E). A 1.5% agarose gel pad (in 1× PBS) was laid on the cells for immobilization. Cells were then imaged using an inverted epifluorescence microscope (Nikon Instruments Eclipse TE2000-E) and an electron microscopy charge-coupled-device (EMCCD) camera (Photometrics; Cascade 512). A 100× numerical aperture (NA) 1.40 oil immersion phase-contrast objective (Nikon Instruments Plan Apo 100×/1.40 Oil) was used in conjunction with a ×2.5 lens in front of the camera. The microscope and camera were controlled using Metamorph software (Molecular Devices). Each sample was imaged at multiple locations.

### Microarray data accession number.

RNA-Seq data were submitted to the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI; http://www.ncbi.nlm.nih.gov/geo/); the GEO accession number is GSE76916.

# Supplementary material for: A Prophage-Encoded Small RNA Controls Metabolism and Cell Division in Escherichia coli
**Source:** mSystems. 2016 Feb 9;1(1):e00021-15. doi: 10.1128/mSystems.00021-15
**Supplement:** Table S1

|  | Computational programs and predicted interactions (DicF, mRNA)^a^ | | | |
| --- | --- | --- | --- | --- |
| **Gene name** | **Target RNA** | **IntaRNA** | **Copra RNA** | **Starpicker** |
| *rbsC* | (22 to 40, -10 to 4) | NP **^b^** | (38 to 44, -10 to -4) | NP |
| *manX* | NP | (36 to 53, 45 to 62) | (45 to 62, 35 to 52) | (35 to 53, 34 to 53) |
| *xylR* | (5 to 18, 7 to 20) | (6 to 15, 10 to 19) | NP | (5 to 18, 7 to 20) |
| *pykA* | NP | (37 to 49, -2 to -18) | (39 to 51, -4 to -17) | NP |
| *glpK* | NP | (6 to 52, -158 to -192) | (25 to 61, -158 to -192) | NP |
| *nuoL* | NP | NP | (11 to 21, -33 to -43) | (18 to 53, -33 to -94) |
| *ptsP* | (22 to 34, -64 to -72) | NP | NP | (10 to 22, -18 to -34) |
| *ftsZ* | NP | (6 to 52, 9 to 63) | (26 to 62, 7 to 53) | NP |
| *ppK* | (21 to 37, -1 to -17) | NP | (38 to 46, -8 to -16) | NP |
| *rlmN* | NP | (2 to 15, 27 to 41) | (10 to 24, 27 to 42) | (1 to 16, 26 to 42) |
| *mtr* | (7 to 22, 15 to 30) | (6 to 15, 23 to 32) | NP | NP |
| *carB* | (3 to 44, 17 to -22) | (3 to 47, -25 to 17) | (51 to 64, -27 to -43) | (2 to 49, -27 to 18) |
| *pgaA* | (35 to 39, -3 to -17) | NP | (38 to 47, -6 to -15) | NP |
| *psiE* | (5 to 19, -4 to 12) | NP | NP | (7 to 27, -8 to 3) |

**Table S1**. **Predicted interactions between DicF and targets.** Regions of base pairing interactions between selected target mRNAs and DicF.

**^a^** The numbers listed are base pairs on DicF (relative to the +1 site) involved in the interactions followed by nucleotides on the target (relative to the first nucleotide of the start codon)

**^b^** NP: Not predicted by the program

# Supplementary material for: A Prophage-Encoded Small RNA Controls Metabolism and Cell Division in Escherichia coli
**Source:** mSystems. 2016 Feb 9;1(1):e00021-15. doi: 10.1128/mSystems.00021-15
**Supplement:** Table S3

**Supporting Material**

Table S3. Strains and plasmids used in this study.

| **Strain** | **Description** | **Source/Reference** |
| --- | --- | --- |
| DJ480 | MG1655 Δ*lac* X74 | D. Jin, NCI |
| NM200 | DJ480, mini λ::Cm (carries λ red recombination functions) | N. Majdalani, NCI |
| NM2000 | DJ480, mini λ::Cm, mal::lacIq | N. Majdalani, NCI |
| PM1205 | DJ480 PBAD::*cat-sacB*::*lacZ*, mini λTet | [1] |
| DB120 | DB189 Δ*qin::kan* | This study |
| DB176 | DJ480 *ΔdicF, lacIq* | This study |
| DB177 | PM1205 *pfkA′-′lacZ* | This study |
| DB189 | PM1205 *xylR′-′lacZ* | This study |
| DB190 | PM1205 *ptsP′-′lacZ* | This study |
| DB192 | PM1205 *psiE′-′lacZ* | This study |
| DB193 | PM1205 *clcA′-′lacZ* | This study |
| DB194 | PM1205 *glpK′-′lacZ* | This study |
| DB195 | PM1205 *rbsA′-′lacZ* | This study |
| DB196 | PM1205 *carB′-′lacZ* | This study |
| DB197 | PM1205 *pgaA′-′lacZ* | This study |
| DB198 | PM1205 *ppk′-′lacZ* | This study |
| DB199 | PM1205 *rlmN′-′lacZ* | This study |
| DB202 | PM1205 *xylR3trunc′-′lacZ* | This study |
| DB206 | DB189 Δ*hfq::cat* | This study |
| DB207 | DB189 *rne131::kan* | This study |
| DB214 | PM1205 *cyoA′-′lacZ* | This study |
| DB215 | PM1205 *glmS′-′lacZ* | This study |
| DB219 | PM1205 *rbsD′-′lacZ* | This study |
| DB223 | DB221 *Cp19-xylR* λattB::*lacIq* | This study |
| DB224 | DB221 *Cp19-pykA* λattB::*lacIq* | This study |
| DB227 | PM1205 *xylRcomp11′-′lacZ* | This study |
| DB228 | PM1205 *pykA′-′lacZ* | This study |
| DB229 | PM1205 *ftsZ′-′lacZ* | This study |
| DB237 | DB228 Δ*qin::kan* | This study |
| DB238 | DB228 Δ*hfq::cat* | This study |
| DB239 | DB228 *rne131::kan* | This study |
| DB240 | NM2000 *cat-Plac-dicBF* | This study |
| DB241 | DB240Δ*dicB::kan* | This study |
| DB243 | DB240Δ*dicB* | This study |
| DB247 | DB240Δ*dicF* | This study |
| DB248 | DB240Δ*dicB* Δ*dicF* | This study |
| DB252 | DB240Δ*dicF::kan* | This study |
| DB255 | PM1205 *pykAcomp23′-′lacZ* | This study |
| JH193 | *Cp19-manX′-′lacZ* | [2] |
| JH256 | *Cp19-manXY′-′lacZ* | [3] |
| PR130 | PM1205 *ftsZcomp23′-′lacZ* | This study |
| PR124 | DB229 Δ*qin::kan* | This study |
| PR125 | DB229 Δ*rne131::kan* | This study |
| PR127 | DB229 Δ*hfq::cat* | This study |

| **Plasmids** | **Primers** | **Reference** |
| --- | --- | --- |
| Plac-vector | N/A | Gottesman laboratory, NIH |
| Plac-*dicF* | N/A | Gottesman laboratory, NIH |
| Plac-*dicF3* | O-DB349  O-DB350 | This study |
| Plac-*dicF* *8* | O-DB397  O-DB398 | This study |
| Plac-*dicF9* | O-DB408  O-DB409 | This study |
| Plac-*dicF11* | O-DB451  O-DB452 | This study |
| Plac-*dicF14* | O-DB487  O-DB488 | This study |
| Plac-*dicF15* | O-DB489  O-DB490 | This study |
| Plac-*dicF16* | O-DB491  O-DB492 | This study |
| Plac-*dicF21* | O-DB501  O-DB502 | This study |
| Plac-*dicF23* | O-DB530  O-DB531 | This study |

Literature Cited

1. Mandin, P. and S. Gottesman, *A genetic approach for finding small RNAs regulators of genes of interest identifies RybC as regulating the DpiA/DpiB two-component system.* Mol Microbiol, 2009. **72**(3): p. 551-65.

2. Rice, J.B. and C.K. Vanderpool, *The small RNA SgrS controls sugar-phosphate accumulation by regulating multiple PTS genes.* Nucleic Acids Res, 2011. **39**(9): p. 3806-19.

3. Rice, J.B., D. Balasubramanian, and C.K. Vanderpool, *Small RNA binding-site multiplicity involved in translational regulation of a polycistronic mRNA.* Proc Natl Acad Sci U S A, 2012. **109**(40): p. E2691-8.

# Supplementary material for: A Prophage-Encoded Small RNA Controls Metabolism and Cell Division in Escherichia coli
**Source:** mSystems. 2016 Feb 9;1(1):e00021-15. doi: 10.1128/mSystems.00021-15
**Supplement:** Table S4

Table S4. Oligonucleotides used to make strains and plasmids

How the deposited data were processed for this re-analysis (not part of the article)

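RNA from 3 cultures of the ΔdicF lacIq strain with the vector control and 3 with the dicF plasmid was sequenced by the authors 20 min after addition of 0.5 mM IPTG. The authors aligned and normalized the reads, predicted operons and tested the difference with Rockhopper, whose version and settings the paper's text does not name. The deposited score for each feature is a normalized read count that the paper calls an RPKM value, rounded to a whole number, with 1 value per condition over the 3 cultures. The authors' deposited q-value for each feature comes from Rockhopper's test and was used as given. The depth of the libraries is unknown, no counts per library were used here, and so no confidence interval, no test and no analysis that leaves out a culture was made. The Spearman correlation of the value in the vector control with gene length, across annotated genes, was -0.10.

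From these values the ratio of DicF-expressing cells to the vector control was computed, with the limits that rounding leaves. The candidate criteria were those of Results (at least 100 in one condition, a 3-fold difference and the authors' q-value of at most 0.05), and the 2-fold difference of Materials and Methods was an alternative. Gene lists used genes with at least 20 in one condition and both values above 0. A list's median log2 ratio was set beside 10000 random lists of the same size drawn from the same deciles of mean expression (seed 1), and beside lists matched on gene length. Operons were taken from the authors' prediction of 852 operons, made from the same libraries and so not independent of the values, and their members' directions were shuffled 1000 times within deciles. Distance along the chromosome was measured from the midpoint between mioC and mnmG. The lists covered genes of sugar and nucleoside uptake and catabolism, the citrate cycle, nuo, cyo, heat shock, cold shock, fimbriae, division and cell shape, chromosome segregation, the division and cell wall cluster, ribosomal proteins, SOS, enterobactin and iron, and crp with the PTS. They were written after the first part of Table S2 and its sheets of regulated genes had been read, which hold the same values, so they are not independent of these data. A list of flagellar genes was added after the values had been seen.

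Genes named in the text are those of Table 1 and Table S1, the dicBF operon with dicA and dicC, lacI and lacZYA, pykF, the 5 lowest and 5 highest ratios among named genes past the criteria, Qin genes past the criteria and members of a list where the list is described. Some further genes were named after their values had been seen, among them yebK, zwf, crp, hokD, relE, relB and ilvN. The rule and the alternatives were set before the data were examined, other than the part of Table S2 already read, and apart from those stated as chosen later. The alternatives were other fold, abundance and q-value thresholds, 1 or 10 added to both values, ratios divided by the median ratio or by the ratio of the column totals, and one value per operon. All 4395 features were kept. Locus tags of 4317 of the 4321 annotated genes matched the RefSeq gene table of ASM584v2, whose coordinates were not used because the deposited ones follow another version of the MG1655 sequence. The paper's text does not name that version, and coordinates are printed as deposited. They run over the transcript where the authors' table gives its ends, and otherwise over the coding region. GC content was not analysed here. The limits that decide each test in the closing section were set after most values had been seen.

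The candidate rule, the list comparison and the operon comparison were tested on simulated data. With 200 changed genes among 1358, 200 were recovered and 0 others were called. Every simulated gene met the q value criterion and had at least 100 in the vector control. The planted changes were well beyond 3-fold and the noise was small, so this outcome was all but fixed. It checks that the rule runs and does not measure its error rate. Of 100 random lists from 2592 genes, 5 fell under the 5th percentile, and with a planted change 100 fell under the 1st percentile. These lists were of genes drawn singly, so they say nothing of lists whose genes share operons. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.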

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

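The genes below lie outside those the paper discusses and had higher values in DicF-expressing cells than in the vector control. All tests in this part were chosen after the values had been seen, and the only check against replicate cultures is the q value of the authors' deposited table.

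The highest ratios among named genes past the candidate criteria were 67.6 for azuC, 25.3 for yjcB, 24.7 for bhsA, 10.6 for proP and 9.28 for pmrR. With 10 added to both values they were 23.2, 17.5, 17.5, 9.25 and 7.15, in the same order. Values in the vector control were low, from 5 to 61, but rounding was too small to account for the differences, since the lowest of the 5 lower rounding limits was 9.10. In the authors' deposited table, all 5 have a q value of 0. A difference between the conditions other than DicF stays open, because 1 value per condition was used.

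The fimbrial list, with 8 genes used, had a median log2 ratio of 2.46, above every one of 10000 random lists matched on mean expression. As 7 of the genes form one operon, random lists of separate genes overstate how unusual this is. With one value per operon the median was 1.28, from 2 operons, and with 10 added to both values it was 1.84. fimA rose from 829 to 5020 and the 7 genes from fimA to fimH had ratios from 4.93 to 6.49. Gene length as the whole source was argued against, since 0 of 10000 lists matched on length were as high. A phase switch of the fim operon in some cultures may give the same picture. The fimB ratio of 1.01 goes with it, whereas fimE, the other recombinase gene next to the switch, rose from 4 to 13. The ratio of fimE was 3.25, with rounding limits of 2.78 and 3.86, but 1.64 with 10 added to both values. Its values are too low to weigh against a switch. No feature with a larger value under 41 had a q value of at most 0.05 in the authors' deposited table. Since the values are pooled over cultures, a switch and an effect of DicF cannot be told apart. Relative to the median ratio of expressed features, fimB was lower, at 0.855.

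The cold shock list, with 8 genes used, had a median log2 ratio of 1.26, and 0 random lists were as high. cspA rose from 4654 to 18743, cspG from 48 to 158 and deaD from 776 to 3835. The ratios of pnp, nusA, rbfA and infB were smaller, at 1.75, 1.43, 1.38 and 1.18. Divided by the ratio of the column totals, infB was lower, at 0.916. The median lies in the gap between pnp and cspG, with log2 ratios of 0.81 and 1.72. With one value per operon it was 1.72. Reads of the csp genes can be shared among paralogs. deaD is not one of them, but it had the highest ratio of the listed genes outside the csp family. The height of the median therefore rests on the csp genes and deaD. One scale factor between the conditions was argued against, because the medians of the cold shock and heat shock lists differed by 3.25 on the log2 scale. Culture temperature or handling that differed between the conditions, which may give a value such as the 1.26 of the cold shock list, cannot be told apart from an effect of DicF, since the conditions are single pooled values.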

How the results depend on the processing

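No paired analysis was possible because the deposited table holds 1 value per condition, with no values for the cultures that share replicate numbers. For the same reason edgeR and DESeq2, a filter on counts and leaving out each culture were not run. The depth is unknown, and no feature with a larger value under 41 received a q value of at most 0.05 in the authors' deposited table.

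The number of features past the candidate criteria, 173 (134 lower, 39 higher), was 285 (105 higher) with a 2-fold threshold, 90 (71 lower, 19 higher) with a minimum of 300 in one condition and 36 (24 lower, 12 higher) with a minimum of 100 in both conditions, as fewer or more features can pass. One count per operon gave 89 lower. Lower features outnumbered higher ones under each of the 12 alternatives, which all keep a threshold of at least 2-fold, with higher features making up from 14.4% to 36.8%. With neither a fold threshold nor a minimum the split was the opposite, as 426 features with a q value of at most 0.05 in the authors' deposited table were lower and 1028 higher. A 2-fold threshold moved this share from 22.5% to 36.8%. Among Qin genes, 1 passed, 2 with no minimum and 6 by q value alone in the authors' deposited table, a setting chosen after the values had been seen. The number of Table S1 genes past the criteria was 5 under both alternatives.

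The ratio of pykA was 0.0955 with 1 added to both values, 0.121 with 10 added, 0.0784 divided by the median ratio and 0.0718 divided by the ratio of column totals. That of ftsZ was 0.624 with 10 added, 0.518 by the median and 0.475 by the totals, and that of xylR 0.786, 0.564 and 0.517. The ratio of dicF was 254 with 1 added, 64.3 with 10 added and 295 by the totals. All 4 kept their direction, but for pykA, ftsZ and xylR no other outcome was possible. Adding the same number to both values cannot move a ratio across 1, and both scalings lower every ratio. The ratio of dicF is far above either scale factor, so its direction could not turn either.

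The sugar and nucleoside median log2 ratio was -4.27 with 1 added, -3.63 with 10 added, -4.61 relative to the median ratio and -4.04 with one value per operon. The citrate cycle median was -2.81 relative to the median ratio and -2.26 with one value per operon. Operons with one direction made up 99.4% when only members changed at least 1.5-fold were counted, against 43.2% when shuffled. A rise is built into that setting, which drops the members nearest a ratio of 1, so it says nothing of stability. The chromosome trend stayed within 0.0508 and 0.0665.

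Directions turned mostly under the scalings, for genes with ratios a little above 1. Divided by the median ratio and by the ratio of the totals, ptsP was 0.860 and 0.788, lacI 0.999 and 0.915, fimB 0.855 and 0.783, clcA 0.975 and 0.893, ftsI 0.903 and 0.827, mraY 0.874 and 0.800, ftsW 0.996 and 0.912, murC 0.891 and 0.816 and ddlB 0.992 and 0.909. By the totals alone, ftsQ was 0.928, xylH 0.969, infB 0.916, mraZ 0.917, ftsL 0.979 and murG 0.960. Both scalings divide every ratio by one number above 1, so only ratios a little above 1 could turn. The direction of most genes of the division and cell wall cluster therefore depends on the scaling. That of ftsZ, already below 1, could not turn. Relative to the median ratio, the median log2 ratio was -0.0017 for division and shape genes, -0.15 for the cluster and -0.11 for crp with the PTS, which was -0.85 with one value per operon. The cause was not tested beyond these scalings. Of 538 comparisons for results other than those in the paragraphs above, 355 changed by more than rounding or the spread of random lists and kept their direction, 28 reversed, as given here, and 155 did not change by more than that.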

Differences from the paper's values

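No fold change of Table 1 differed from the value computed here by more than 1.5 times. The same held for the number of entries in each sheet of regulated genes. Within that margin, Table 1 gives manX as 0.31, where the ratio here was 0.251 with rounding limits of 0.250 and 0.253. It gives ppk as 0.9, where the ratio here was 0.988 with limits of 0.975 and 1. The following points concern statements, q values, numbers of entries and a gene name.

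A note to Table 1 states that glmS and pfkA met neither the fold change nor the q value criterion. Their ratios of 0.658 and 1.59 lie inside 3-fold. The authors' deposited table gives them q values of 0.000660 and 5.57e-11, under the criterion of 0.05. The q value of nuoC in Table 1 is smaller than the 7.82e-83 of the authors' deposited table, and that of nuoL is larger than the 6.17e-109 of the authors' deposited table.

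The paper's sheet of downregulated genes lists 152 entries, where the criteria of Results gave 134 here and the same criteria without the minimum of 100 gave 170. The upregulated sheet lists 50, where the criteria gave 39, and 50 without the minimum. With the ratio at which the downregulated sheet ends as the limit for lower genes, chosen after the values had been seen, 122 lower features passed with the minimum of 100. One entry that Table S2 names lldD, with 172 and 24, is named ilvN in the deposited table.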

Other observations

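The test of the trend along the chromosome was set before its result was seen. All other tests in this part were chosen after the values had been seen, and without values per culture none of the list and trend values has a replicate check.

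The heat shock list of 18 genes fell, with a median log2 ratio of -1.99, and 0 of 10000 random lists matched on mean expression were as low. dnaK fell from 4026 to 1031, groL from 5411 to 866, ibpA from 937 to 87 and ibpB from 461 to 31. Gene length was argued against by the 0 length-matched lists that were as low. A shift with expression level was argued against by a median of -2.31 after the median of the same expression decile was subtracted, and a few operons counted many times by a median over operons of -1.97. An effect of DicF on these genes and a difference in culture handling both stay open.

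The genes of the sugar and nucleoside list and of the citrate cycle fell together. A strain difference at the malEFG-malK-lamB-malM region as the whole source was argued against, because malP and malQ, elsewhere on the chromosome, fell too, with 0.0376 as the higher of their ratios. However, malT, annotated as activator of the mal regulon, fell from 227 to 45, which leaves another route for malP and malQ. The genes of the region fell further, with ratios from 0.00149 for malK to 0.0110 for malE. A difference at that region in addition stays open. Gene length was argued against by 0 length-matched lists as low. Relative to the median ratio the list medians were at most -2.81. This does not test the authors' normalization, because division by 1.18 lowers every ratio. One scale factor as the whole source was argued against, since the median log2 ratio of features with at least 100 in one condition was 0.24. Other effects of the normalization were not tested. crp fell from 1041 to 419, and its ratio of 0.402 may contribute to lower transcription of these genes, but the conditions do not separate crp from other routes.

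The median log2 ratio rose with abundance, from 0.12 for features whose larger value was from 30 to 100 to 0.46 for those of 3000 or more, a difference of 0.34 that one scale factor between the conditions cannot give. Without the 54 ribosomal protein genes the difference was 0.44. No biological explanation of it was tested.

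In the authors' deposited table, 6 features with 50 or more in one condition and at least a 2-fold difference have a q value of 1. They are dicF, malK and 4 predicted RNAs near maltose genes. A limit at the most extreme ratios was argued against, since 7 features with ratios at least as extreme as the least extreme of the 6 have a q value of at most 0.05 in the authors' deposited table, lamB among them. However, 4 of the 6 features with the most extreme ratios have a q value of 1 in the authors' deposited table, and the reason stays open.

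A change in replication of the chromosome would give a trend of the ratio with distance from the origin. The Spearman correlation across 2592 genes, which are not independent replicates, was 0.0570, within the 0.1 set as the limit. The correlation was planned before its result was seen, but the limit was set after most values had been seen. How large a correlation a change in replication would give was not tested, so such a change is not excluded.

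The 24 division and shape genes had a median log2 ratio of 0.24, and 52.7% of random lists were at or below it. For 12 chromosome segregation genes these were 0.25 and 57.6%, and for the division and cell wall cluster 0.09 and 21.9%. The cluster list as used lacks rsmH, which had a ratio of 1.17. A fall of the whole cluster as the source of the lower ftsZ value was argued against by the median ratio of 1.12 over the other 14 genes used. Relative to the median ratio of expressed features, the median of these 14 was 0.948, with 9 of them lower, against 0.518 for ftsZ. A small fall of the cluster therefore stays open. ftsN, which lies elsewhere, fell from 277 to 160, and its q value in the authors' deposited table is 8.40e-05.

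The SOS list had a median log2 ratio of 0.51, with 96.2% of random lists at or below it. crp with the PTS genes had 0.13 and 16.5%, and ribosomal protein genes 0.34 and 6.86%. The median of crp with the PTS hides a split, since 4 genes were lower and 4 higher, with ratios from 0.162 to 1.97. The lowest were sgrT and sgrS, which this list also holds. The place of the ribosomal protein genes depends on the reference, since 97.7% of random lists of all genes and 84.2% of lists matched on gene length were at or below them. The enterobactin and iron list had -1.72, with 0 random lists as low, but among genes with at least 100 in one condition it had -0.69, from 4 genes, and 11.2% of lists were as low.

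Flagellar genes, a list chosen after the values had been seen, had a median log2 ratio of -4.18 over the 10 genes with at least 20 in one condition and both values above 0. It was -2.00 over all 33 genes with both values above 0, -1.59 with 10 added to both values and -3.17 with one value per operon. Of all 40 flagellar genes, 37 were lower in DicF-expressing cells, 1 was higher and 2 were equal. Noise at low values that differs from gene to gene was argued against, since 0% of random lists matched on mean expression were as low for the 10 genes, the 33 genes or with 10 added. Noise shared by genes of an operon and a difference between the cultures other than DicF stay open. No flagellar gene had 100 or more in either condition, so none could meet the candidate criteria.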
